# Immunoproteasome Inhibition Modulates Microglial Polarization to Facilitate Anti-Inflammatory Responses and Hematoma Resolution After Intracerebral Hemorrhage

**DOI:** 10.3390/cells15080664

**Published:** 2026-04-09

**Authors:** Wei-Fen Hu, Chien-Hui Lee, Hsin-Yi Huang, Cheng-Yoong Pang, Yi-Feng Wu, Tsung-Jen Lin, Peter Bor-Chian Lin, Sheng-Tzung Tsai, Chia-Ho Lin, Hock-Kean Liew

**Keywords:** intracerebral hemorrhage (ICH), immunoproteasome, microglial polarization, phagocytosis, hematoma clearance

## Abstract

**Highlights:**

**What are the main findings?**

- Severe ICH activates microglial immunoproteasomes (LMP2/LMP7), accompanied by M1-like polarization, ER stress, and impaired hematoma clearance.
- Reduction in immunoproteasome expression attenuates maladaptive microglial responses and partially restores phagocytic function.

**What are the implications of the main findings?**

- Immunoproteasome expression may link hemorrhagic severity to dysfunctional microglial responses after ICH.
- Targeting immunoproteasome expression may help rebalance inflammatory and phagocytic activities after ICH.

**Abstract:**

Intracerebral hemorrhage induces severe secondary brain injury characterized by excessive neuroinflammation and inefficient hematoma clearance, processes largely governed by microglial polarization and phagocytic activity. The immunoproteasome, an inducible proteasome isoform involved in immune regulation, has been implicated in inflammatory neurological disorders, but its role in microglial responses after ICH remains unclear. In this study, rat models of common hemorrhage, severe hemorrhage, and severe hemorrhage with hematoma aspiration were used to represent graded injury severity and post-evacuation recovery. Transcriptomic profiling at day 3 post-injury identified immunoproteasome-associated gene networks, while expression of the catalytic subunits LMP2 and LMP7, microglial polarization markers, and phagocytic receptors was analyzed by Western blotting and immunofluorescence. Severe hemorrhage markedly induced LMP2 and LMP7 expression, predominantly in Iba1^+^ microglia, accompanied by enhanced ER stress, NF-κB signaling, and M1-like polarization and reduced phagocytic marker expression. Hematoma aspiration attenuated immunoproteasome expression and restored M2-associated and phagocytic signatures. Consistently, pharmacological inhibition of immunoproteasomes in primary microglia enhanced erythrophagocytosis and promoted a reparative phenotype in vitro. These findings indicate that immunoproteasome activation links hemorrhagic severity to maladaptive microglial polarization and impaired hematoma clearance after ICH, and that reducing immunoproteasome expression may help rebalance inflammatory and phagocytic microglial functions.

## 1. Introduction

Intracerebral hemorrhage (ICH) represents one of the most devastating subtypes of stroke, and is associated with exceptionally high rates of mortality and long-term disability [1,2]. The pathophysiology of ICH is characterized by a biphasic injury process. The primary injury arises from the rapid extravasation of blood into the brain parenchyma, resulting in mass effect, mechanical compression of neural tissue, and elevated intracranial pressure [3]. This is followed by a cascade of secondary injuries that evolve over hours to days, involving excitotoxicity, oxidative stress, and the toxic effects of hemoglobin, heme, and iron released from lysed erythrocytes [2,3,4]. Among these mechanisms, the inflammatory response mediated by resident immune cells (particularly microglia) plays a pivotal role in determining disease progression and recovery [5].

Microglia, the resident immune effector cells of the central nervous system, are rapidly activated in response to hematoma formation and cellular debris [6]. Their functional states are often described along an M1/M2 polarization spectrum [6,7]. M1-like microglia, characterized by markers such as CD86, CD14, and iNOS, secrete pro-inflammatory cytokines including TNF-α, IL-1β, and IL-6, thereby amplifying neuroinflammation [6,8]. In contrast, M2-like microglia, defined by the expression of Arginase-1 (Arg1), CD206 (mannose receptor), and Ym1 and the secretion of anti-inflammatory cytokines such as IL-10 and TGF-β1, contribute to erythrophagocytosis, hematoma clearance, and tissue repair [6,8]. The delicate balance between these opposing phenotypes has been implicated in various neurological disorders (e.g., Alzheimer’s disease, Parkinson’s disease, ischemic stroke), where an excessive M1 response and insufficient M2 activity contribute to neuronal degeneration and impaired recovery [6,8,9]. During the acute phase of ICH, the microglial response is predominantly skewed toward the M1 phenotype, while M2 polarization is transiently suppressed, leading to prolonged inflammation and delayed hematoma resolution [10,11].

Following ICH, activated microglia serve as the principal phagocytes responsible for engulfing extravasated red blood cells (RBCs), hemoglobin, and necrotic cellular debris from the hematoma [12,13]. Once internalized, these substrates are degraded through tightly coordinated intracellular clearance systems. The autophagy-lysosome pathway mediates the digestion of membrane-bound or particulate materials [14], while the ubiquitin-proteasome system (UPS) governs the selective degradation of oxidized or misfolded cytosolic proteins produced during oxidative and inflammatory stress [14,15]. Under conditions of massive hemolysis and iron accumulation, these degradation machineries become heavily burdened, resulting in protein aggregation and activation of cellular stress pathways [16]. Beyond simple waste disposal, the proteasome—particularly its inducible isoform, the immunoproteasome—plays a pivotal role in maintaining protein homeostasis and regulating immune signaling within activated microglia, thereby shaping the neuroinflammatory milieu after ICH [17,18,19].

Recent studies have highlighted the proteasome system as an important regulator of post-ICH neuroinflammation [20,21]. The proteasome, the major intracellular protein degradation machinery, exists in two main forms: the constitutive proteasome, expressed ubiquitously across tissues, and the immunoproteasome, which is preferentially induced under inflammatory and immune conditions [22,23]. The immunoproteasome comprises inducible catalytic subunits—LMP2 (β1i), LMP7 (β5i), and MECL-1 (β2i)—that not only facilitate antigen processing but also modulate inflammatory responses [24,25]. Upregulation of immunoproteasome activity has been observed in neurodegenerative diseases and after ischemic or hemorrhagic stroke, where it correlates with enhanced cytokine production and microglial activation [26,27,28]. Conversely, pharmacological inhibition of immunoproteasome activity, such as by ONX-0914, has been shown to suppress inflammatory cascades and mitigate tissue damage [29,30]. These findings suggest that the immunoproteasome may serve as a critical molecular hub linking hemorrhagic severity, microglial polarization, and secondary injury progression.

Although increasing evidence suggests that immunoproteasome activity is elevated under neuroinflammatory conditions, its specific role in shaping microglial responses after ICH has not been fully clarified. In particular, the mechanistic link between hemorrhagic injury, immunoproteasome regulation, and microglial functional states remains elusive. Therefore, this study was designed to investigate the relationship between ICH-induced immunoproteasome activation and its pharmacological inhibition on microglial polarization and phagocytic activity, aiming to determine whether modulation of immunoproteasome expression constitutes a critical regulatory pathway in post-hemorrhagic neuroinflammation and hematoma clearance.

## 2. Materials and Methods

### 2.1. Experimental Animals

All experimental procedures were approved by the Institutional Animal Care and Use Committee (IUCAC) of Tzu Chi Hospital, Taiwan (Approval Nos. IUCAC 108-60, 109-78 and 110-62), and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Animals were maintained under a 12 h light/dark cycle with ad libitum access to food and water. Every effort was made to minimize animal suffering and to reduce the number of animals used.

A total of 57 adult male Sprague Dawley rats (300–350 g) were randomly assigned to two ICH severities. All surgical procedures were performed under isoflurane anesthesia (induction 3–5%, maintenance 2%). For terminal tissue collection, rats were deeply anesthetized with intraperitoneal pentobarbital sodium (50 mg/kg). Adequate depth of anesthesia was confirmed by the absence of a nociceptive withdrawal response to firm hind paw/toenail pinch (loss of pedal withdrawal reflex), after which animals were euthanized by decapitation or transcardially perfused, as appropriate for downstream analyses.

### 2.2. Induction of Intracerebral Hemorrhage and Hematoma Aspiration

#### 2.2.1. Common and Severe ICH Models

Collagenase was stereotaxically injected into the right striatum at coordinates 0.0 mm anterior, 3.0 mm lateral, and 5.0 mm ventral relative to bregma [31]. To establish the common ICH (I_C_) model, 0.2 U of collagenase VII-S dissolved in 1.0 μL sterile saline was administered, a protocol widely adopted for mild ICH [32,33]. In contrast, the severe ICH (I_S_) model was induced with 0.6 U collagenase VII-S in 3.0 μL saline, which consistently produced a larger hematoma and more severe neurological deficits [34].

#### 2.2.2. Hematoma Aspiration Procedure

For hematoma aspiration, severe ICH was first induced with 0.6 U collagenase. Six hours post-induction, when hematoma volume stabilized at approximately 200 mm^3^, rats were re-anesthetized, and a guide catheter was stereotaxically advanced through the hematoma cavity, from the ventral margin (0.0 mm anterior, 3.0 mm lateral, 7.5 mm ventral) to the dorsal margin (0.0 mm anterior, 3.0 mm lateral, 2.5 mm ventral). Hematoma was evacuated at a controlled withdrawal rate of 30 μL/min for 5 min, yielding a total aspiration volume of 150 μL. This procedure (I_S-HA_) removed approximately 75% of the total hematoma volume in the I_S_ model. The mortality rate in the severe hemorrhage (I_S_) model was approximately 30%, which is consistent with our previous report [35]. No unexpected mortality beyond that associated with injury severity was observed.

### 2.3. Lesion Volume Measurement

Brain lesion volumes were evaluated by morphometric analysis of coronal brain sections. At day 3 following ICH induction, rat brains were collected and sectioned coronally through the collagenase injection site, located approximately 0.00 mm relative to bregma, as previously described [36]. Serial 2-mm-thick slices were obtained both anterior and posterior to the injection site and photographed under standardized lighting conditions. Lesion areas in each section were delineated and quantified using ImageJ software 15.4 g (NIH, Bethesda, MD, USA). The total lesion volume (mm^3^) for each brain was then calculated and subjected to statistical analysis.

### 2.4. RNA Sequencing and Bioinformatic Analysis

Ipsilateral striatal tissue was collected at day 3 post-injury from I_C_, I_S_, and I_S-HA_ rats. Total RNA was extracted using the RNeasy Plus Mini Kit (Invitrogen, Carlsbad, CA, USA), and RNA integrity was confirmed using the Agilent 2100 Bioanalyzer (RIN ≥ 7.0). For library preparation, RNA was reverse-transcribed into complementary DNA (cDNA), and fragments of 250–300 bp were selectively enriched. The cDNA libraries were amplified by PCR and purified using AMPure XP magnetic beads (Beckman Coulter, Brea, CA, USA). Library quality and fragment size distribution were assessed using the Agilent 2100 Bioanalyzer, and library concentration was quantified by real-time PCR. Indexed libraries were sequenced on the Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) with a 150 bp paired-end format, generating a minimum of 30 million reads per sample to ensure adequate coverage.

Gene expression was quantified as transcripts per million (TPM), and differentially expressed genes (DEGs) were identified with DESeq2 using |log_2_ fold change| ≥ 1 and adjusted *p* < 0.05 as cutoffs. These thresholds were also applied for visualization in volcano plots and for subsequent downstream analyses. Functional enrichment analyses were performed for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using the R package clusterProfiler. The cross-intersections of DEGs between I_S_ vs. I_C_ and I_S-HA_ vs. I_S_ were defined as genes that were upregulated in I_S_ vs. I_C_ and downregulated in I_S-HA_ vs. I_S_, and were identified and visualized using Venn diagram analysis. The overlapping DEGs were further subjected to upstream regulator prediction and canonical pathway analysis using Ingenuity Pathway Analysis (IPA, Qiagen, Hilden, Germany). Protein-protein interaction networks were generated with STRING and visualized in Cytoscape 3.10.4.

### 2.5. Tissue Protein Extraction

Ipsilateral and contralateral striatum tissue were lysed with T-per (Thermo Fisher, Waltham, MA, USA) containing 1% protease & phosphatase inhibitor single-use cocktail, EDTA-free (Thermo Fisher, Waltham, MA, USA), grinded on ice, then centrifuged at 13,200 rpm at 4 °C for 20 min. After centrifugation, the supernatant was taken as the tissue protein solution.

### 2.6. Western Blot

Sample solutions containing 40 μg of protein were separated on 10% SDS-polyacrylamide gels and transferred to immobilon polyvinylidene difluoride membranes (PVDF; Millipore). To block the nonspecific binding, the membranes were incubated with 5% skim milk in TBST buffer (0.1 M Tris-HCl (pH 7.4), 0.9% NaCl, 0.1% Tween 20) for 1 h at room temperature. After rinsing with TBST buffer, membranes were incubated with specific primary antibodies (LMP2, 1:1000, MYBioSource, San Diego, CA, USA; LMP7, 1:1000, MYBioSource; GRP78, 1:1000, Cell Signaling, Danvers, MA, USA; CHOP, 1:1000, Cell signaling; p-NF-κB, 1:1000, Cell signaling; MPO, 1:5000, abcam, Cambridge, UK; CD14, 1:1000, ABclonal, Wuhan, China; Arginase-1, 1:10,000, ABclonal; CD163, 1:1000, Bioss, Beijing, China; CD36, 1:1000, ABclonal; CD68, 1:1000, Bio-Rad, Hercules, CA, USA; actin, 1:20,000, Sigma, St. Louis, MO, USA) overnight in 4 °C. Then, membranes were incubated with appropriate HRP-conjugated secondary antibodies, and the proteins were detected using the Western Lightning Plus-ECL (PerkinElmer, Waltham, MA, USA). The chemiluminescence was visualized using the iBright FL1500 Imaging System (Thermo Fisher Scientific).

### 2.7. Immunofluorescence Staining

After deep anesthesia, rats were perfused with saline and 4% paraformaldehyde through the left ventricle. Brains were translocated and post-fixed in 4% paraformaldehyde at room temperature for 2 h, cryoprotected in 30% (*w*/*v*) sucrose (4 °C), embedded in Tissue-Tek O.C.T. compound, frozen, and stored at −80 °C until further analysis. Serial (20 μm) coronal sections were sliced on a freezing slicer. Tissue sections were blocked with 2% fetal bovine serum in PBS, then incubated overnight with primary antibodies (Iba1, 1:100, Wako, Osaka, Japan; LMP2, 1:100, MYBioSource; LMP7, 1:100, MYBioSource; CD86, 1:100, ABclonal; Arginase-1, 1:200, ABclonal; CD163, 1:100, Bioss; NeuN, 1:1000, abcam; GFAP, 1:200, GeneTex, Irvine, CA, USA; RECA, 1:200, abcam). After washing, secondary antibodies, which were conjugated to the fluorescent markers Alexa Fluor™ Plus 488/647/555 (Thermo Fisher, Waltham, MA, USA), were applied to sections for 1 h. Sections were then washed, mounted on slides, cover-slipped with Vectashield mounting medium (Thermo Fisher, Waltham, MA, USA), and examined with a fluorescence microscope (Carl Zeiss, Oberkochen, Germany).

### 2.8. Microglia Cell Culture

As previously described, primary microglial cells were isolated from postnatal day 1–2 (P1–P2) rat pups [31]. Briefly, neonatal pups were euthanized, and the ventral mesencephalic tissue was isolated through mild mechanical trituration. The isolated cells (5 × 10^7^) were plated in 150 cm^2^ culture flasks containing DMEM supplemented with 10% FBS, 50 U/mL penicillin, and 50 mg/mL streptomycin and were cultured for 14 days. Loosely adherent microglia were collected by shaking the flasks at 180 rpm for 2 h at 37 °C. A total of 2 × 10^5^ cells per well were plated in 24-well plates and incubated for 24 h before undergoing drug treatments or phagocytosis assays.

### 2.9. In Vitro Erythrophagocytosis Assay

The red blood cells (RBCs) were isolated from the whole blood of donor rats using Ficoll-Paque PLUS (GE Healthcare, Chicago, IL, USA). The purified RBCs were then labeled with the fluorescent dye 5(6)-carboxyfluorescein diacetate (CFDA; Molecular Probes, Eugene, OR, USA) for use in in vitro studies. Primary microglia were co-cultured with CFDA-SE-labeled RBCs at a 1:10 ratio in a 37 °C incubator. After 3 h, the cultures were washed three times with Dulbecco’s PBS to remove any non-engulfed RBCs. Microglial cells were lysed with sterile water to facilitate the release of fluorescent material. The phagocytic index was then measured using a spectrophotometer, or alternatively, microglial cells were fixed with 4% paraformaldehyde (PFA) for 10 min and stained with Iba1. Engulfed RBCs were visualized under a fluorescent microscope.

### 2.10. Statistical Analysis

Data are presented as mean  ±  SEM. Statistical analysis was performed using Prism software (GraphPad Software 11, San Diego, CA, USA). Figures were obtained using Student’s *t*-test. The mNSS scores were statistically analyzed using one-way ANOVA. A *p*-value less than 0.05 is considered statistically significant.

## 3. Results

### 3.1. Transcriptomic Analysis Reveals Immunoproteasome-Associated Gene Regulation Following Hemorrhagic Injury

To elucidate the molecular responses underlying different severities of hemorrhagic injury and the effect of hematoma evacuation, three rat models were established: common hemorrhage (I_C_), severe hemorrhage (I_S_), and severe hemorrhage with hematoma aspiration (I_S-HA_). Representative coronal sections at day 3 post-injury demonstrated distinct hematoma characteristics among the three experimental conditions. In the I_C_ group, moderate hematoma formation was observed, whereas the I_S_ group exhibited substantially larger hematoma volumes. In contrast, hematoma aspiration markedly reduced lesion volume in the I_S-HA_ group (Figure 1A,B). Transcriptomic profiling revealed substantial alterations in gene expression across these conditions. 

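RNA of the ipsilateral striatum was sequenced at day 3 from 11 rats. The groups were 3 I_C_ rats (0.2 U collagenase in 1.0 μL), 3 I_S_ rats (0.6 U in 3.0 μL), 3 I_S-HA_ rats, which received the I_S_ dose and had the hematoma aspirated at 6 h, and 2 Normal rats, where the paper gives n = 3 per group. The labels number the rats 2, 3 and 4 in I_C_ and I_S_, 1, 2 and 3 in I_S-HA_, and 1 and 3 in Normal, and same-numbered rats are different animals. The authors deposited whole-number read counts per gene and TPM for each rat, for 30560 genes with Ensembl rat identifiers. The paper's text does not name the aligner, the counting tool or the genome build. The counts assigned to genes summed to 17379496 and 18486883 in the Normal rats and to 14761168, 18817645 and 10819057 in I_C_ replicates 2, 3 and 4. They summed to 10867450, 10958581 and 7448205 in I_S_ replicates 2, 3 and 4, and to 15083520, 6701301 and 10139653 in I_S-HA_ replicates 1, 2 and 3. The sequencing depth that the paper states is of sequenced reads, and the values here rest on the counts assigned to genes. A gene at 3 counts, taken as the floor of detection, stands at 0.159 CPM in the largest library and at 0.448 CPM in the smallest. From the counts, library sizes were normalized by edgeR's TMM method, genes with low counts were left out by edgeR's filterByExpr, and the 15742 genes left were tested in one quasi-likelihood fit over the 4 groups with Benjamini-Hochberg adjustment. The standard errors of log2 fold changes are approximated from the fold change and the F statistic of that test. The choice of test and the rats entering the fit could change the number of genes called.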

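With the fold cutoffs of the Figure 1C legend, a log2 fold change above 1 for I_S_ against I_C_ and below -0.5 for I_S-HA_ against I_S_, and an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 genes were higher in I_S_ than in I_C_, 0 genes were lower in I_S-HA_ than in I_S_, and the intersection held 0 genes. At an unadjusted p under 0.05 the counts were 530, 420 and 172 genes. At the fold cutoffs without a p they were 746, 1278 and 482 genes. The methods name DESeq2 but not which of its tests was used. DESeq2's Wald test gave 265, 24 and 21 genes at the fold cutoffs with an adjusted p under 0.05. The fit without I_S-HA_ replicate 2 gave 348 genes higher in I_S_ than in I_C_, 155 genes lower in I_S-HA_ than in I_S_ and 74 genes in both, whereas each of the other 10 fits that left out one rat gave 0 for all 3. I_S-HA_ replicate 2 is not part of I_S_ against I_C_, but the fit over the 4 groups shares its spread with that comparison. In the opposite directions, 0 genes were lower in I_S_ than in I_C_ and 1 gene was higher in I_S-HA_ than in I_S_. These were 810 and 792 genes at an unadjusted p under 0.05, 1061 and 2286 at the fold cutoffs without a p, 352 and 50 with DESeq2's Wald test, and 616 and 540 without I_S-HA_ replicate 2, in each case more than in the direction given first. I_S-HA_ and I_S_ share replicate numbers 2 and 3, and the deviations of same-numbered rats from their group means had a mean correlation across genes of -0.302, while those of differently numbered rats had 0.217. With the replicate number as a block over those 4 rats, 3 genes were lower and 3 genes were higher in I_S-HA_. With the pairs crossed, a fit chosen after the data were seen, 10 genes were lower and 9 were higher. Against the Normal rats the same test called 2960 genes higher in I_S_ with a log2 fold change above 1.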

A total of 190 genes were upregulated in I_S_ compared with I_C_, whereas 1243 genes were downregulated in I_S-HA_ relative to I_S_, with 61 genes overlapping between the two comparisons (Figure 1C). 

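Psmb8 (ENSRNOG00000000456), which encodes LMP7, had a log2 fold change of 0.99 in I_S_ against I_C_ (standard error 0.39, adjusted p = 0.190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Psmb9 (ENSRNOG00000000459), which encodes LMP2, had 0.69 in the same comparison (standard error 0.40, adjusted p = 0.316). For both genes every I_S_ rat was above every I_C_ rat in normalized counts, and both log2 fold changes were below the cutoff of 1. Psmb8 was just above it, at 1.01, with DESeq2's Wald test (adjusted p = 0.110), with DESeq2's size factors in edgeR (adjusted p = 0.186) and with the replicate block (adjusted p = 0.0581). Its adjusted p was under 0.05 in 2 of 25 alternatives, both with a log2 fold change below 1. These were the fit without I_S-HA_ replicate 2 (0.99, adjusted p = 0.0284) and a voom fit chosen after the data were seen (0.98, adjusted p = 0.0259). In I_S-HA_ against I_S_, the log2 fold change was -0.38 for Psmb8 (standard error 0.39, adjusted p = 0.771) and -0.27 for Psmb9 (standard error 0.40, adjusted p = 0.852), in each case smaller than its standard error and not past the cutoff of -0.5. I_S-HA_ replicate 2 was the highest of the 11 rats for both genes, and without it the log2 fold change against I_S_ was -1.06 for Psmb8 (adjusted p = 0.0491) and -0.93 for Psmb9 (adjusted p = 0.0739). Against Normal, I_S_ was higher by 4.06 for Psmb8 (standard error 0.53, adjusted p = 2.6e-04) and by 3.69 for Psmb9 (standard error 0.55, adjusted p = 4.9e-04) on the log2 scale. Relative to the myeloid markers Aif1, Csf1r, Itgam and Tyrobp of the same rat, the same test left 0.54 for Psmb8 (adjusted p = 0.165) and 0.17 for Psmb9 (adjusted p = 0.683). Most of the rise over Normal thus cannot be told apart from more microglial and macrophage RNA in the tissue. Among the upstream regulators of Table S1 whose target lists were read here, MYC lists PSMB8, YAP1 and TNF list both PSMB8 and PSMB9, and TGFB1, whose list breaks off in the text, lists neither in the part read.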

Importantly, although Psmb8 and Psmb9 were not included in this overlapping gene set, both genes exhibited consistent regulation across conditions and were identified as shared downstream targets of multiple predicted upstream regulators (Figure 1F), highlighting their biological relevance. 

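With edgeR's quasi-likelihood test 0 genes passed the adjusted cutoffs of both comparisons, and with DESeq2's Wald test 21 did. The genes of these pathways that the paper names were looked at one by one. Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, had a log2 fold change of 1.64 in I_S_ against I_C_ (standard error 0.35, adjusted p = 0.143) and of -1.34 in I_S-HA_ against I_S_ (standard error 0.35, adjusted p = 0.499), both from edgeR's quasi-likelihood test. All 3 I_S_ rats were above all I_C_ and I_S-HA_ rats for this gene. Arg1, a marker of alternatively activated macrophages, had 1.99 (standard error 0.45, adjusted p = 0.143) and -1.75 (standard error 0.45, adjusted p = 0.499) in the 2 comparisons, and Mrc1, which encodes CD206, had 1.32 and -0.78 (adjusted p = 0.146 and 0.544). With DESeq2's Wald test, Hmox1 passed the adjusted threshold in both comparisons (adjusted p = 0.00143 and 0.0334), and so did Arg1 (adjusted p = 0.00229 and 0.0282). Mrc1 passed it with that test in I_S_ against I_C_ (adjusted p = 0.00618) and not in I_S-HA_ against I_S_. The genes of the unfolded protein response that the paper names changed less. Hspa5, which encodes GRP78, had 0.35 and -0.23, and Ddit3, which encodes CHOP, had 0.79 and 0.25, with adjusted p between 0.216 and 0.837. In I_S_ against I_C_, Ddit3 passed the adjusted threshold without I_S-HA_ replicate 2 (adjusted p = 0.0447) and in a voom fit with a quality weight per rat, chosen after the data were seen (adjusted p = 0.0434).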

Pathway enrichment analysis showed that these intersecting genes were significantly associated with immune- and inflammation-related signaling pathways, including macrophage alternative activation, IL-10 signaling, IL-4/IL-13 signaling, hematoma resolution signaling, interferon-γ signaling, acute phase response, PI3K/AKT signaling, heme degradation, and the unfolded protein response (Figure 1D). 

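Table S1 lists the target molecules of the regulators by human symbols. Of the targets of MYC, YAP1, TNF and TGFB1 read from it, 317 different symbols in all, 301 matched a gene of the deposited counts and 297 were tested. The 140 tested targets of MYC had a median log2 fold change of 0.83 in I_S_ against I_C_ and of -0.37 in I_S-HA_ against I_S_. The medians were 0.76 and -0.31 for the 93 tested targets of YAP1, and 0.92 and -0.60 for the 169 tested targets of TNF. For 104 of the 297 targets the log2 fold change in I_S_ against I_C_ was above 1, for 144 the log2 fold change in I_S-HA_ against I_S_ was below -0.5, and 77 met both fold cutoffs. An adjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 0 of the 297 targets in either comparison. Since the targets were drawn from the paper's own lists of changed genes, their medians describe those lists and are not an independent test of the regulators.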

Upstream regulator analysis further identified transcription factors and cytokines—including MYC, YAP1, TNF, IFN-γ, IL-1β, IL-4, and IL-6—as major drivers of these transcriptomic changes (Figure 1E,F). Notably, key inflammatory regulators such as TNF, IL-1β, IFN-γ, IL-4, and IL-6 converged on the immunoproteasome catalytic subunits PSMB8 (LMP7) and PSMB9 (LMP2), highlighting a central role of the immunoproteasome in cytokine-driven inflammatory signaling following ICH. These findings suggest that hematoma severity modulates inflammatory activation through immunoproteasome-associated pathways, whereas hematoma aspiration attenuates excessive pro-inflammatory responses. 

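Log2 expression of marker genes fixed before the data were examined was averaged per rat and set relative to the I_C_ mean. The 12 markers of microglia and macrophages stood at 0.62 ± 0.32 (SD, n = 3) in I_S_, 0.30 ± 0.37 (SD, n = 3) in I_S-HA_ and -3.11 ± 0.34 (SD, n = 2) in Normal. The 6 neutrophil markers tested stood at 1.28 ± 0.13 (SD, n = 3) in I_S_ and 0.50 ± 0.79 (SD, n = 3) in I_S-HA_, and the 12 interferon-induced genes at 0.17 ± 0.23 (SD, n = 3) in I_S_ and -0.19 ± 0.83 (SD, n = 3) in I_S-HA_. The SD within I_S-HA_ was larger than its distance from I_S_ for all 3 sets. I_S-HA_ replicate 2 stood apart in each set, at 0.72 for microglia and macrophages, 1.41 for neutrophils and 0.77 for interferon-induced genes, against 0.060 and 0.12, 0.078 and 0.0043, and -0.69 and -0.64 in replicates 1 and 3. Between I_S-HA_ and I_C_, 0 genes had an absolute log2 fold change above 1 with an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 322 genes did at an unadjusted p under 0.05. At an adjusted p under 0.05, DESeq2's Wald test gave 16 genes and the replicate block 6, while the 11 fits that left out one rat gave 0 or 1. From the genes raised in I_S_ and lowered in I_S-HA_ and the regulators predicted for them, the paper proposes that hematoma severity acts on inflammatory activation through the immunoproteasome and that aspiration attenuates it.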

Based on this, day 3 post-injury was selected for analysis as a representative phase of peak inflammation [37,38]. Consistently, our time-course data showed marked upregulation of LMP2 and LMP7, with CD68 expression also peaking at this time point (Supplementary Figure S1). Furthermore, correlation analysis across hemorrhagic models (Supplementary Figure S3) revealed that hematoma volume was positively associated with LMP2 and LMP7 expression, indicating that increased hemorrhagic burden is linked to enhanced immunoproteasome activation.

### 3.2. Severe Hemorrhage Induces Immunoproteasome Activation, Attenuated by Hematoma Aspiration

To corroborate the transcriptomic findings, we next examined the expression of immunoproteasome subunits at both the transcript and protein levels. Heatmap visualization revealed differential regulation of proteasome-related genes across experimental groups, with Psmb8 and Psmb9 showing the most consistent and pronounced upregulation in I_S_ compared with I_C_, and partial reduction in I_S-HA_ (Figure 2A). 

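The heatmap draws 33 proteasome genes, and all 33 were matched in the deposited counts (Psme3ip under its symbol Psme3ip1) and tested. By log2 fold change in I_S_ against I_C_, Psmb8 ranked 1 and Psmb9 ranked 2 of the 33. The other 31 genes had a median of 0.26 and ranged from -0.22 for Psmd1 to 0.49 for Psmf1, 28 of them were higher in I_S_ with TMM and with each of the 3 other scalings, and 0 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. These scalings act on whole libraries and do not address a bias by gene length. With a correction for gene length, chosen after the data were seen, Psmb8 had 0.77 and Psmb9 0.56, and the other 31 genes were not summarized with it. In I_S-HA_ against I_S_, 10 of the 31 were lower (11 with DESeq2's size factors or with library size alone), with a median log2 fold change of 0.10 and a range from -0.31 for Psmd5 to 0.96 for Psmb6l1. Among all 48 tested genes of the file whose symbols start with Psma to Psmg, Psmb8 ranked 2 and Psmb9 ranked 3 after Psme1-ps1, a pseudogene of Psme1 with 255 counts over the 11 rats, whose reads the authors' counting could have shared with Psme1. Psmb10, which encodes the immunoproteasome subunit MECL-1, was not listed under that symbol in the deposited counts, so these ranks leave it out.

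**Figure D1:**
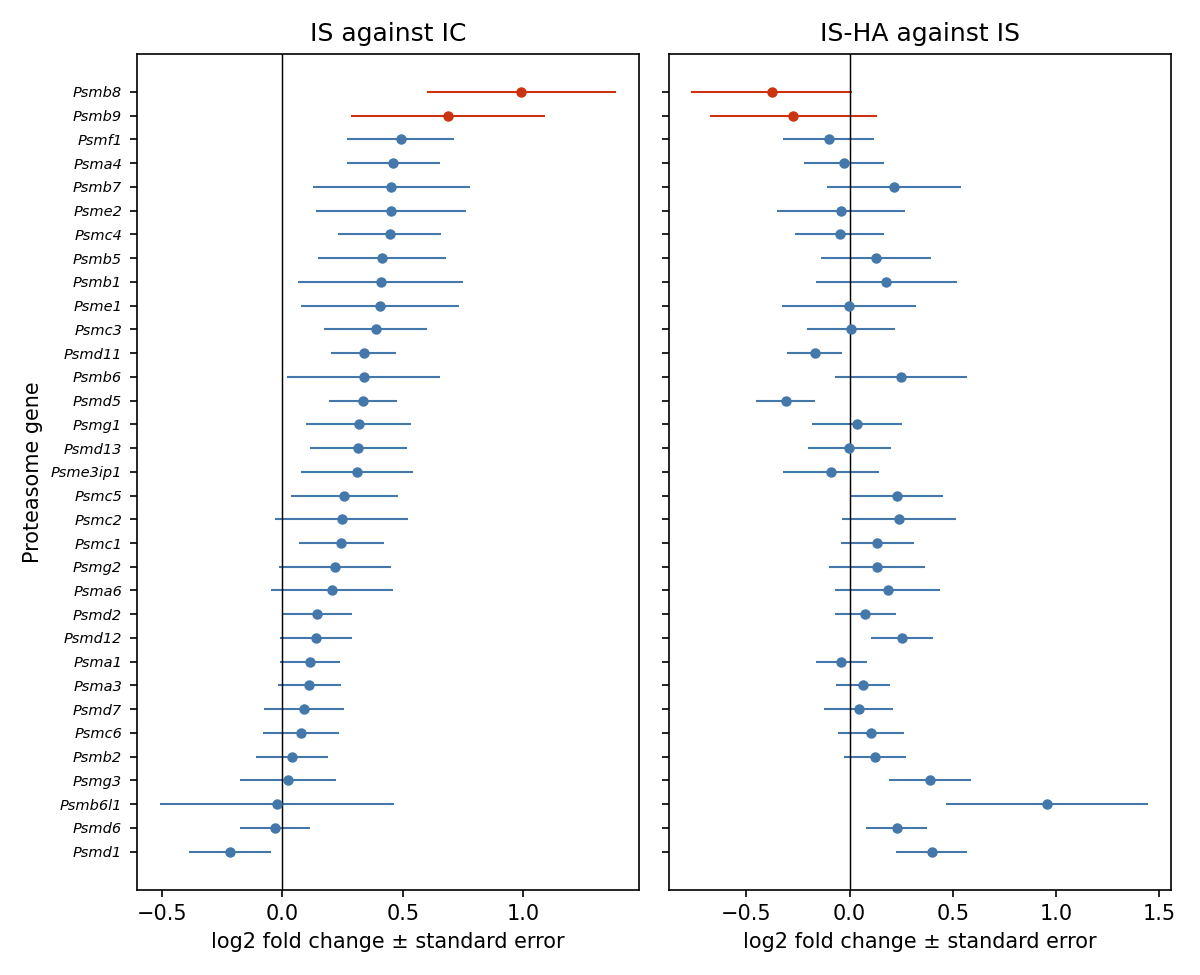
Log2 fold change of the 33 proteasome genes in I_S_ against I_C_ (left) and I_S-HA_ against I_S_ (right), sorted by the left panel, with bars for the approximate standard error of edgeR's quasi-likelihood fit. Psmb8 and Psmb9, in red, sit at 0.99 and 0.69 on the left and at -0.38 and -0.27 on the right, where their bars reach past the values of many other genes.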

Consistent with these findings, Western blot analysis demonstrated that both LMP2 and LMP7 protein levels were markedly increased in I_S_, moderately elevated in I_C_, and significantly reduced in I_S-HA_ (Figure 2B–D). Densitometric quantification normalized to β-actin confirmed these differences. Notably, two bands were observed for LMP2, which likely represent precursor and processed forms of the protein, consistent with previous reports of immunoproteasome maturation. 

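In TPM, as the authors deposited it, Psmb9 (LMP2) stood at 1.74 ± 0.258 (SD, n = 2) in Normal, 14.6 ± 3.97 (SD, n = 3) in I_C_, 22.4 ± 3.88 (SD, n = 3) in I_S_ and 18.2 ± 8.92 (SD, n = 3) in I_S-HA_. Relative to the Normal mean these are 8.40 in I_C_, 12.8 in I_S_ and 10.4 in I_S-HA_. Psmb8 (LMP7) stood at 8.02 ± 1.65 (SD, n = 2) in Normal, 70.4 ± 20.3 (SD, n = 3) in I_C_, 132 ± 20.1 (SD, n = 3) in I_S_ and 99.2 ± 48.9 (SD, n = 3) in I_S-HA_, or 8.78, 16.5 and 12.4 times the Normal mean. All I_S_ rats were above all I_C_ rats for both genes (two-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). Between I_S-HA_ and I_S_ the same exact test gave p = 0.4 for Psmb8 and p = 0.5 for Psmb9. The I_S-HA_ rats did not form one level. Psmb8 was 71.3 and 70.7 TPM in replicates 1 and 3 and 156 TPM in replicate 2, and Psmb9 was 14.4 and 11.8 TPM in replicates 1 and 3 and 28.4 TPM in replicate 2, the rat with the smallest library.

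**Figure D2:**
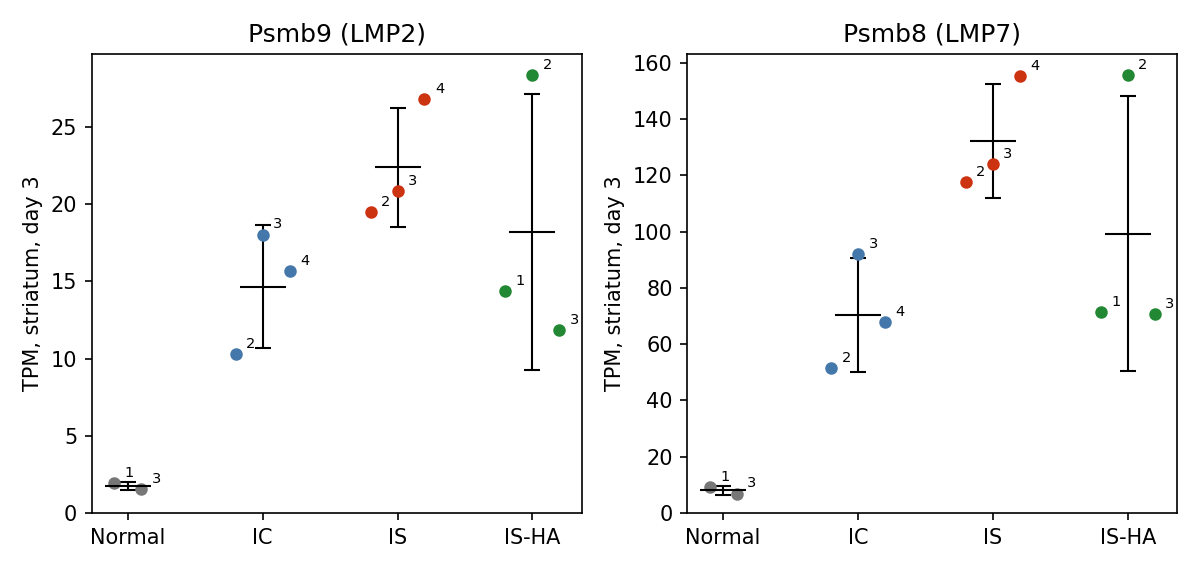
TPM of Psmb9 (left) and Psmb8 (right) in each rat by group, with the replicate number of the labels beside each point and the group mean ± SD in black. I_S-HA_ replicates 1 and 3 sit at 14.4 and 11.8 TPM for Psmb9 and replicate 2 at 28.4 TPM, above all I_S_ rats.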

Transcription analysis further confirmed parallel transcriptional upregulation of LMP2 and LMP7 in I_S_, with partial normalization following hematoma aspiration (Figure 2E,F). Together, these results demonstrate that immunoproteasome activation is positively associated with hemorrhage severity and is attenuated following hematoma removal. To determine the cellular localization of immunoproteasome induction, double immunofluorescence staining was performed. LMP2^+^ and LMP7^+^ signals were predominantly associated with Iba1^+^ microglia in the perihematomal region (Figure 2G,H). However, to address the possibility that these signals might originate from engulfed dying cells rather than the microglia themselves, additional confocal z-stack imaging with optical sectioning and orthogonal reconstruction was performed (Supplementary Figure S2). These analyses demonstrated that LMP7 signals were localized within Iba1^+^ microglial cell bodies in three-dimensional space, supporting true intracellular expression rather than extracellular debris. Furthermore, minimal colocalization of LMP7 with NeuN^+^ neuronal cell bodies was observed, suggesting that apparent neuronal signals in conventional imaging may reflect phagocytosed material rather than intrinsic neuronal expression. Single-cell analysis further confirmed that LMP7-positive signals were confined within Iba1-positive microglia. Collectively, these findings provide strong evidence that immunoproteasome activation following hemorrhagic injury occurs predominantly within microglia and correlates with hemorrhage severity.

### 3.3. Immunoproteasome Expression Is Positively Associated with ER Stress, Inflammatory Signaling, and Microglial Polarization After Hemorrhagic Injury

To determine how immunoproteasome activation relates to inflammatory signaling and microglial phenotype, we examined ER stress markers, inflammatory mediators, and polarization-associated proteins. Western blot analysis showed that CHOP was markedly elevated in I_S_, whereas GRP78 exhibited only a modest increase compared with I_C_ and did not reach statistical significance across groups. CHOP levels were partially reduced following hematoma aspiration (Figure 3A–C). These findings suggest activation of ER stress signaling, with CHOP representing the more robustly regulated component. Consistent with these findings, a similar pattern of ER stress regulation was observed across different hemorrhagic models (Supplementary Figure S4), further supporting a severity-dependent activation of ER stress pathways. Inflammatory activation was also enhanced in I_S_, as indicated by increased phosphorylated NF-κB and MPO levels, both of which were attenuated following hematoma aspiration (Figure 3A,D,E). However, these signals likely reflect contributions from multiple cell types within the injured brain tissue rather than being restricted to microglia. Analysis of microglial polarization markers revealed that the M1-associated protein CD14 showed a trend toward an increase in I_S_ without reaching statistical significance, whereas the M2 marker Arg1 was reduced. Hematoma aspiration partially reversed these changes, with increased Arg1 expression and a tendency toward reduced CD14 levels (Figure 3F–H). To further assess microglial polarization at the cellular level, triple immunofluorescence staining and quantitative analysis were performed. LMP7 showed prominent colocalization with the M1 marker CD86 in I_S_ (Figure 3I). Quantitative analysis demonstrated that the proportion of Iba1^+^CD86^+^LMP7^+^ cells relative to total Iba1^+^LMP7^+^ microglia was significantly increased in I_S_ and reduced in I_S-HA_ (Supplementary Figure S5A). Conversely, LMP7 exhibited increased colocalization with the M2 marker Arg1 in I_S-HA_ (Figure 3J). Quantitative analysis showed that the proportion of Iba1^+^Arg1^+^LMP7^+^ cells was significantly elevated in I_S-HA_ compared with I_S_ (Supplementary Figure S5B). These findings indicate a shift from a pro-inflammatory phenotype in I_S_ toward a more anti-inflammatory and phagocytic phenotype following hematoma aspiration. Overall, immunoproteasome activation is associated with ER stress and inflammatory signaling and is preferentially linked to M1-like microglial features under severe hemorrhagic conditions, whereas attenuation of this activation is accompanied by a transition toward a more reparative phenotype.

### 3.4. Immunoproteasome Colocalization with Phagocytic Markers in Microglia

Given that erythrocyte lysis after ICH releases hemoglobin and other toxic byproducts that exacerbate secondary injury, efficient clearance of hematoma-derived debris by microglia is essential for neuroprotection [12,39,40,41,42]. To investigate whether immunoproteasome activation is associated with phagocytic responses, we examined the colocalization of LMP7 with phagocytosis-related markers. Immunofluorescence staining revealed that LMP7 was colocalized with CD163^+^ and Iba1^+^ microglia in the perihematomal region (Figure 4A). Quantitative analysis demonstrated that the proportion of Iba1^+^CD163^+^LMP7^+^ cells was significantly reduced in I_S_ compared with I_C_, and significantly increased in I_S-HA_ relative to I_S_ (Supplementary Figure S6A). Western blot analysis further showed that CD163 and CD36 protein levels were both reduced in I_S_ and partially restored following hematoma aspiration (Figure 4B–D). Although CD163 is commonly associated with M2-like microglia and CD36 with phagocytic function [43,44,45], their simultaneous reduction in I_S_ suggests a globally impaired microglial state under severe hemorrhagic stress rather than a simple M1/M2 shift. This interpretation is supported by the concurrent increase in inflammatory and ER stress markers. Importantly, the restoration of CD163 and CD36 expression in I_S-HA_ indicates recovery of microglial phagocytic capacity following reduction in hemorrhagic burden.

### 3.5. Immunoproteasome Inhibition Enhances Microglial Phagocytosis In Vitro

To directly assess the functional role of immunoproteasomes in microglial phagocytosis, we established an in vitro erythrophagocytosis assay using primary microglia cocultured with CFDA-labeled RBCs in the presence or absence of the selective immunoproteasome inhibitor ONX-0914. Fluorescence imaging and quantitative analysis demonstrated that ONX-0914 significantly enhanced microglial erythrophagocytosis in a dose-dependent manner, with 100 nM producing a marked increase in the phagocytosis index (Figure 5A,B). At the molecular level, RBC exposure increased LMP7 expression, whereas ONX-0914 treatment effectively reduced LMP7 protein levels without significantly altering LMP2 expression (Figure 5C–E), indicating selective inhibition. RBC stimulation increased CD68 expression, and ONX-0914 further enhanced CD68 levels (Figure 5F,G). In addition, Arg1 expression was reduced following RBC exposure but restored and significantly increased with ONX-0914 treatment (Figure 5F–H). These results demonstrate that pharmacological inhibition of the immunoproteasome enhances microglial phagocytosis while promoting a shift toward a reparative, M2-like phenotype. Together with the in vivo findings, these data support a functional role of immunoproteasomes in regulating microglial phenotype and phagocytic capacity following intracerebral hemorrhage.

Following ICH, hemolysis-derived hemoglobin, heme, and iron trigger microglial activation and markedly induce immunoproteasome signaling. Excessive immunoproteasome activity promotes classical activation of microglia toward a proinflammatory M1 phenotype, enhancing inflammatory responses and contributing to impaired hematoma resolution. In contrast, inhibition of immunoproteasome activity by ONX-0914 suppresses M1-associated inflammatory signaling and facilitates alternative activation toward an M2 anti-inflammatory phenotype. This shift enhances microglial erythrophagocytosis and promotes more efficient hematoma clearance after ICH.

## 4. Discussion

In this study, we identify immunoproteasome activation as a central mechanism linking hemorrhagic burden to neuroinflammation and impaired microglial clearance after ICH. Transcriptomic and proteomic analyses consistently demonstrated robust induction of the immunoproteasome subunits LMP2 and LMP7 in severe hemorrhage, with a clear temporal increase observed during the early and subacute phases after ICH (Supplementary Figure S1), accompanied by increased TNF-α, IL-1β, and phosphorylated NF-κB, together with suppression of phagocytosis-related markers including CD163 and CD36. These findings indicate that excessive immunoproteasome activation is closely associated with pro-inflammatory microglial polarization and reduced erythrophagocytic capacity. Hematoma aspiration markedly attenuated LMP2/LMP7 expression, reduced inflammatory signaling, and restored phagocytic marker expression, suggesting that removal of blood-derived components alleviates immunoproteasome-associated neuroinflammation. Consistently, pharmacological inhibition with ONX-0914 enhanced erythrophagocytosis and promoted anti-inflammatory polarization in cultured microglia. Collectively, these data support the immunoproteasome as a key regulator of microglial activation and clearance functions after ICH.

Importantly, the present study focused on day 3 post-ICH as the primary time point for analysis. This selection was based on both our preliminary observations and previous literature indicating that day 3 represents a critical phase of peak inflammatory activation and predominant M1-like microglial polarization after ICH. Consistent with this, our time-course analysis demonstrated robust upregulation of immunoproteasome subunits LMP2 and LMP7 at this time point (Supplementary Figure S1). In addition, phagocytic markers such as CD68 have been reported to peak around day 3, reflecting an active microglial response during the early subacute phase. Our own data similarly showed maximal CD68 expression at day 3 following ICH. Therefore, this time point was selected to capture the most pronounced immunoproteasome-associated inflammatory and microglial responses.

Building upon our previous work demonstrating that hematoma evacuation mitigates mitochondrial dysfunction and secondary injury, the present findings further clarify the upstream drivers of immunoproteasome activation. Comparative analysis across hemorrhagic models revealed that blood infiltration, rather than mechanical compression alone, is a primary stimulus for immunoproteasome induction. The balloon compression model showed minimal LMP2/LMP7 upregulation, whereas autologous blood injection markedly increased immunoproteasome expression. Moreover, hematoma volume positively correlated with LMP7 protein levels (Supplementary Figure S3), further supporting a hemorrhage-dependent regulation of immunoproteasome activation. Together, these findings support a model in which hemorrhagic burden amplifies inflammatory proteolytic activity in perihematomal tissue. Mechanistically, immunoproteasome activation appears to coordinate both inflammatory signaling and microglial functional responses. The temporal association between LMP7 expression and CD68 suggests a potential link between immunoproteasome activity and phagocytic processes during the subacute phase of injury. Although immunoproteasome induction was observed in multiple cell types, microglia exhibited predominant colocalization with LMP7, supporting their major contribution to inflammatory and clearance responses after ICH.

ER stress represents an important downstream pathway associated with immunoproteasome activation. In the severe ICH model, GRP78 showed only modest changes whereas CHOP was markedly upregulated, accompanied by increased p-NF-κB and MPO expression (Supplementary Figure S4), indicating aggravated proteostatic stress and inflammatory activation. Hematoma aspiration partially restored ER stress markers and attenuated LMP2/LMP7 expression, suggesting that immunoproteasome activity is dynamically influenced by hematoma-derived oxidative and proteotoxic stress. These findings support a model in which excessive hemorrhagic burden enhances immunoproteasome activation and ER stress, forming a maladaptive inflammatory loop that may exacerbate secondary neuronal injury.

While ONX-0914 effectively enhanced erythrophagocytosis and anti-inflammatory polarization in vitro, translation to in vivo settings requires further optimization. Factors such as drug delivery, bioavailability, and tissue penetration may influence therapeutic efficacy under severe hemorrhagic conditions. Future studies employing optimized pharmacological strategies or genetic approaches will be necessary to fully evaluate the therapeutic potential of immunoproteasome inhibition in ICH.

Several limitations should be acknowledged. First, residual tissue hemoglobin was not directly quantified, and hematoma volume was used as a surrogate marker of hemorrhagic burden. Second, although microglia exhibited predominant colocalization with LMP7, contributions from other neural cell types cannot be entirely excluded. Third, while strong associations were observed, further studies are needed to delineate the specific molecular pathways linking blood-derived components to immunoproteasome activation. Fourth, although pharmacological inhibition of the immunoproteasome showed beneficial effects on microglial polarization and erythrophagocytosis in vitro, translation to in vivo settings requires further optimization, including dosing strategies, delivery routes, and tissue penetration. Future investigations using cell-specific and mechanistic approaches will help refine these regulatory pathways and clarify the therapeutic potential of immunoproteasome targeting in ICH.

Overall, our findings establish the immunoproteasome as a central molecular regulator linking hemorrhagic burden to inflammatory amplification and impaired microglial clearance after ICH. By integrating hematoma volume, ER stress, and microglial polarization into a unified framework, this study advances our understanding of secondary injury mechanisms and highlights immunoproteasome modulation as a potential therapeutic target.

As summarized in Figure 6, hemorrhage-induced hemolysis drives immunoproteasome activation, promoting pro-inflammatory microglial polarization and impaired hematoma clearance, whereas immunoproteasome inhibition shifts microglia toward a reparative phenotype that enhances erythrophagocytosis and resolution.

## 5. Conclusions

This study identifies the immunoproteasome as a key mediator linking inflammation, ER stress, and impaired microglial clearance after ICH. Excessive LMP2/LMP7 activation drives pro-inflammatory polarization and proteostatic stress, whereas hematoma aspiration alleviates these responses and restores reparative functions. Targeting upstream CEBP signaling and enhancing downstream STAT6/LXR pathways may further rebalance microglial phenotypes. Combined surgical hematoma removal with optimized immunoproteasome inhibition thus represents a promising strategy to mitigate neuroinflammation and promote recovery after severe ICH.

## Figures and Tables

**Figure 1:**
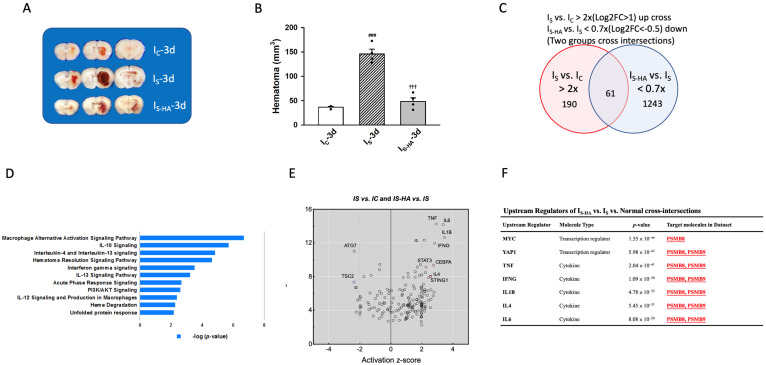
Transcriptomic analysis reveals immunoproteasome-associated gene regulation after hemorrhagic injury. (**A**) Representative coronal sections at day 3 showing moderate hematoma formation in I_C_, larger hematoma volume in I_S_, and marked reduction following hematoma aspiration in I_S-HA_. (**B**) Quantification of hematoma volume demonstrates significant increases in I_S_ and attenuation in I_S-HA_ (*n* = 4 animals per group). (**C**) Venn diagram of differentially expressed genes showing 190 genes upregulated in I_S_ versus I_C_ and 1243 genes downregulated in I_S-HA_ versus I_S_, with 61 genes overlapping. Differentially expressed genes were defined using thresholds of >2-fold increase (log2FC > 1) for I_S_ vs. I_C_ and <0.7-fold decrease (log2FC < −0.5) for I_S-HA_ vs. I_S_. The overlapping genes represent the intersection of the two comparisons (I_S_ vs. I_C_ and I_S-HA_ vs. I_S_). (**D**) Pathway enrichment analysis of the intersecting gene set indicates enrichment of immune- and inflammation-related signaling pathways, including IL-10 signaling, IL-4/IL-13 signaling, hematoma resolution signaling, IFN-γ signaling, PI3K/AKT signaling, and the unfolded protein response. (**E**) Upstream regulator activation analysis of the intersecting gene set using Ingenuity Pathway Analysis (IPA). Each dot represents a predicted upstream regulator, plotted according to activation z-score (*x*-axis) and statistical significance (-log *p*-value, *y*-axis). Selected regulators associated with inflammatory signaling are highlighted. (**F**) Representative upstream regulators predicted from the intersecting gene set, including inflammatory cytokines (TNF, IFN-γ, IL-1β, IL-4, IL-6) and transcriptional regulators (MYC, YAP1). Within this predicted regulatory network, the immunoproteasome genes Psmb8 (LMP7) and Psmb9 (LMP2) were identified as shared downstream targets of multiple regulators. RNA-seq analyses were performed with *n* = 3 biological replicates per group. Data are expressed as mean ± SEM. ### *p* < 0.001 versus I_C_; ††† *p* < 0.001 versus I_S_.

**Figure 2:**
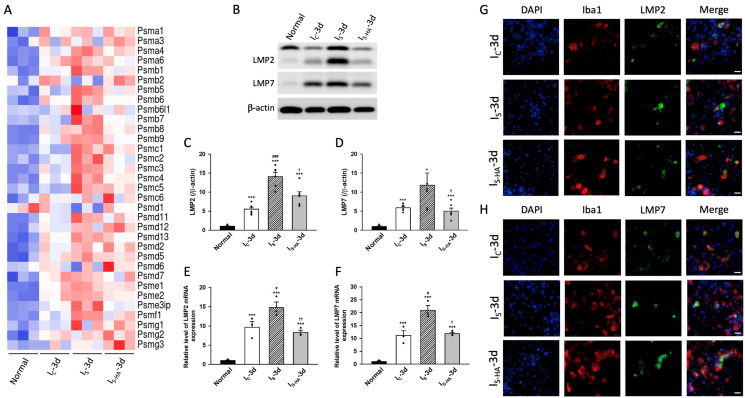
Severe hemorrhage induces immunoproteasome activation, attenuated by hematoma aspiration. (**A**) Heatmap of proteasome gene expression showing increased Psmb8 (LMP7) and Psmb9 (LMP2) in I_S_ and reduced expression in I_S-HA_ (*n* = 3 biological replicates per group). (**B**) Representative Western blots of LMP2 and LMP7 proteins. (**C**,**D**) Quantification showing significant upregulation of LMP2 and LMP7 in I_S_ and reduction in I_S-HA_ (*n* = 6 animals per group). (**E**,**F**) RNA sequencing analysis showing relative expression changes of LMP2 and LMP7 transcripts across groups, consistent with protein expression patterns (*n* = 3 biological replicates per group). (**G**,**H**) Immunofluorescence staining showing colocalization of LMP2 or LMP7 (green) with Iba1^+^ microglia (red), strongest in I_S_ and attenuated in I_S-HA_. Scale bars = 20 μm. Data are expressed as mean ± SEM. * *p* < 0.05, *** *p* < 0.001 versus Normal; # *p* < 0.05, ### *p* < 0.001 versus I_C_; † *p* < 0.05, †† *p* < 0.01 versus I_S_.

**Figure 3:**
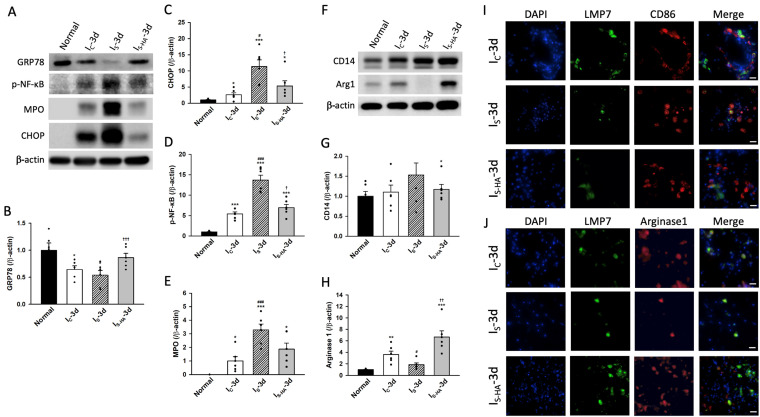
Immunoproteasome expression is positively associated with ER stress, inflammatory signaling, and microglial polarization after hemorrhagic injury. (**A**) Representative Western blot images of ER stress and inflammatory markers showing increased CHOP, p-NF-κB, and MPO expression in I_S_, with a modest overall change in GRP78; hematoma aspiration partially reduced CHOP, p-NF-κB, and MPO levels. (**B**,**C**) Quantification of GRP78 (**B**) and CHOP (**C**) protein levels normalized to β-actin (*n* = 6 animals per group). (**D**,**E**) Quantification of p-NF-κB (**D**) and MPO (**E**) protein levels normalized to β-actin (*n* = 6 animals per group). (**F**) Representative Western blot images of microglial-associated markers showing a clear trend toward increased CD14 expression and reduced Arg1 expression in I_S_; these changes were partially reversed in I_S-HA_. (**G**,**H**) Quantification of CD14 (**G**) and Arg1 (**H**) protein levels normalized to β-actin (*n* = 6 animals per group). (**I**,**J**) Representative immunofluorescence images showing colocalization of LMP7 (green) with CD86 (red, **I**) or Arg1 (red, **J**). LMP7-CD86 colocalization was more prominent in I_S_-3d, whereas LMP7-Arg1 colocalization was markedly increased in I_S-HA_-3d. Quantitative analysis of CD86^+^ or Arg1^+^ cells co-expressing LMP7 is presented in Supplementary Figure S5. Nuclei were stained with DAPI (blue). Scale bars = 20 μm. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus Normal; # *p* < 0.05, ### *p* < 0.001 versus I_C_; † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 versus I_S_.

**Figure 4:**
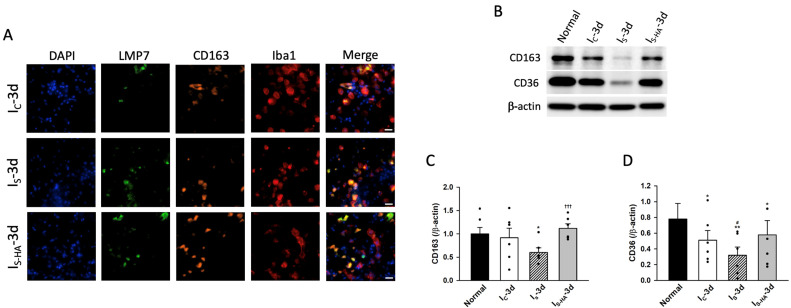
Immunoproteasome colocalization with phagocytic markers in microglia. (**A**) Immunofluorescence staining showing colocalization of LMP7 (green) with CD163 (orange) in Iba1^+^ microglia (red) across I_C_, I_S_, and I_S-HA_ groups. Colocalization intensity was reduced in I_S_, whereas the strongest colocalization was observed in I_S-HA_. (**B**) Representative Western blots of CD163 and CD36 expression. (**C**,**D**) Quantification of CD163 and CD36 protein expression normalized to β-actin (*n* = 6 animals per group). Severe hemorrhage reduced CD163 and CD36 levels, both of which were markedly restored after hematoma aspiration. Data are expressed as mean ± SEM. (*n* = 5 per group). * *p* < 0.05, ** *p* < 0.01 versus Normal; # *p* < 0.05 versus I_C_; ††† *p* < 0.001 versus I_S_.

**Figure 5:**
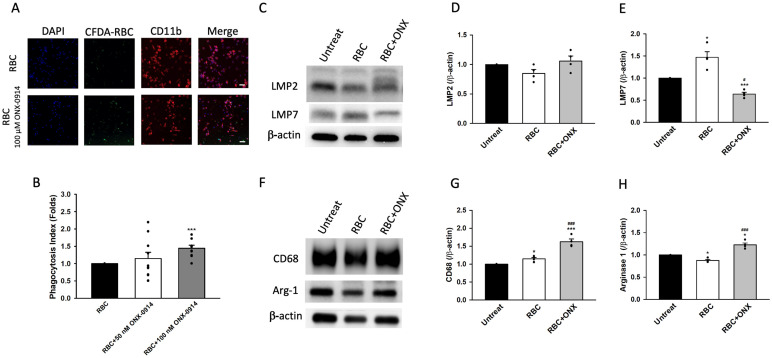
Immunoproteasome inhibition enhances microglial phagocytosis in vitro. (**A**) Immunofluorescence images showing CFDA-labeled RBCs (green) incubated with primary microglia, with CD11b marking microglia (red). ONX-0914 (100 nM) increased RBC uptake, as indicated by enhanced CFDA-RBC signals within CD11b^+^ cells. (**B**) Quantification of phagocytosis index demonstrating a dose-dependent increase in erythrophagocytosis, with 100 nM ONX-0914 producing the greatest enhancement (*n* = 10 wells per group). (**C**) Western blot analysis showing that RBC stimulation upregulated LMP7 expression, whereas ONX-0914 treatment reduced LMP7 levels; LMP2 showed no significant changes. (**D**,**E**) Quantification of LMP2 and LMP7 protein levels normalized to β-actin (*n* = 4 biological replicates per group). (**F**) Western blots showing expression of phagocytic (CD68) and M2-associated (Arg1) markers in untreated, RBC-treated, and RBC + ONX-0914 microglia. (**G**,**H**) Quantification showing that RBC exposure increased CD68 levels, and ONX-0914 further elevated both CD68 and Arg1 expression, indicating enhanced phagocytic activation and partial M2 polarization (*n* = 4 biological replicates per group). Data are presented as mean ± SEM. * *p* < 0.05, *** *p* < 0.001, versus Untreat; # *p* < 0.05, ### *p* < 0.001 versus RBC.

**Figure 6:**
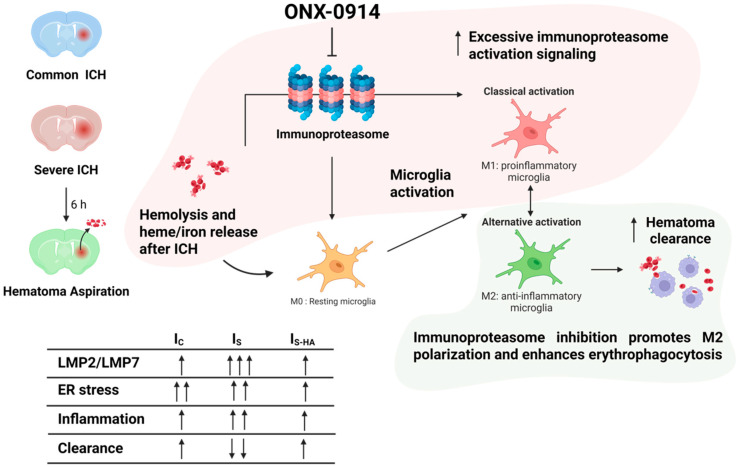
Schema of immunoproteasome inhibition-enhanced hematoma resolution.

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE313150. All other data supporting the findings of this study are available from the corresponding author upon reasonable request due to file size limitations and ongoing use in related studies.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15080664/s1, Table S1 summarizes the predicted upstream regulators of overlapping differentially expressed genes (DEGs) identified between the I_S_ vs. Normal and I_S-HA_ vs. I_S_ comparisons. Upstream regulator analysis identified key transcription factors (e.g., MYC, YAP1, TP53), cytokines (e.g., TNF, IFNG, IL1B, IL4, IL6), and growth factors (e.g., TGFB1), which were associated with multiple downstream targets, including immunoproteasome subunits Psmb8 (LMP7) and Psmb9 (LMP2), as well as immune- and inflammation-related genes such as ARG1, CD68, CD74, HMOX1, and NFKBIA. Statistical significance (*p*-values) and corresponding target molecules are provided. Figure S1 shows the temporal expression profiles of immunoproteasome subunits following ICH. Western blot analyses of brain tissues collected at 3 h, 6 h, 1 day, 3 days, and 7 days post-ICH demonstrated dynamic changes in proteasome α- and β-subunits, as well as immunoproteasome subunits LMP2 and LMP7. Quantitative analyses normalized to β-actin revealed significant up-regulation of LMP2 and LMP7 at later time points. In addition, Western blot analysis showed that CD68 expression was increased following ICH, with peak levels observed at day 3 post-injury. Immunofluorescence staining further demonstrated colocalization of LMP2 or LMP7 with Iba1^+^ microglia. Figure S2 illustrates the cellular localization of LMP7 after ICH. Immunofluorescence staining showed colocalization of LMP7 with neuronal (NeuN), microglial (Iba1), astrocytic (GFAP), and endothelial (RECA) markers, with predominant localization observed in Iba1^+^ microglia. Confocal z-stack and high-magnification images further confirmed intracellular localization of LMP7 within microglia. Figure S3 demonstrates that hemorrhagic severity regulates immunoproteasome activation and correlates with hematoma volume. Representative brain sections at 3 days post-injury showed differential hematoma sizes across experimental groups. Immunofluorescence staining revealed colocalization of LMP7 with Iba1^+^ microglia. Western blot analyses and quantitative data indicated that severe ICH induced the highest levels of LMP2 and LMP7 expression, which positively correlated with hematoma volume. Figure S4 shows that hemorrhagic severity enhances ER stress and inflammatory signaling following ICH. Western blot analyses demonstrated increased expression of MPO, GRP78, CHOP, and phosphorylated NF-κB in severe hemorrhage, whereas hematoma aspiration partially attenuated these responses. Figure S5 demonstrates immunoproteasome-associated microglial polarization after ICH. The proportion of Iba1^+^CD86^+^LMP7^+^ microglia (pro-inflammatory phenotype) was increased in the I_S_ group and partially reduced following hematoma aspiration, whereas the proportion of Iba1^+^Arg1^+^LMP7^+^ microglia (anti-inflammatory phenotype) was decreased in I_S_ and restored in I_S-HA_. Figure S6 further shows that CD163^+^ microglial polarization is associated with immunoproteasome expression. The proportion of Iba1^+^CD163^+^LMP7^+^ microglia was reduced in the I_S_ group but significantly increased following hematoma aspiration. Data are presented as mean ± SEM. Statistical significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. Normal; # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001 vs. I_C_; and † *p* < 0.05, †† *p* < 0.01 vs. I_S_.

## Abbreviations

The following abbreviations are used in this manuscript:

AB	Autologous blood injection
Akt	Protein kinase B
Arg1	Arginase-1
BBB	Blood-brain barrier
BI	Balloon inflation (compression)
CD11b	Cluster of differentiation 11b
CD14	Cluster of differentiation 14
CD36	Cluster of differentiation 36
CD68	Cluster of differentiation 68
CD74	Cluster of differentiation 74
CD86	Cluster of differentiation 86
CD163	Cluster of differentiation 163
CEBPA	CCAAT/enhancer-binding protein alpha
CEBPB	CCAAT/enhancer-binding protein beta
CFDA-SE	5-(and-6)-Carboxyfluorescein diacetate succinimidyl ester
CHOP	C/EBP homologous protein
cDNA	Complementary DNA
CNS	Central nervous system
DAPI	4′,6-Diamidino-2-phenylindole
DEGs	Differentially expressed genes
DMEM	Dulbecco’s modified Eagle’s medium
ECL	Enhanced chemiluminescence
ER	Endoplasmic reticulum
FBS	Fetal bovine serum
GEO	Gene Expression Omnibus
GFAP	Glial fibrillary acidic protein
GO	Gene Ontology
GRP78	Glucose-Related Protein 78
HMOX1	Heme oxygenase 1
HRP	Horseradish peroxidase
I_C_	Common intracerebral hemorrhage model
ICH	Intracerebral hemorrhage
IFN-γ	Interferon gamma
IL	Interleukin
IPA	Ingenuity Pathway Analysis
I_S_	Severe intracerebral hemorrhage model
I_S-HA_	Severe intracerebral hemorrhage with hematoma aspiration
IUCAC	Institutional Animal Care and Use Committee
Iba1	Ionized calcium-binding adaptor molecule 1
KEGG	Kyoto Encyclopedia of Genes and Genomes
LMP2	Low-molecular-mass polypeptide 2 (PSMB9; β1i)
LMP7	Low-molecular-mass polypeptide 7 (PSMB8; β5i)
LXR	Liver X receptor
MECL-1	Multicatalytic endopeptidase complex-like 1 (PSMB10; β2i)
mNSS	Modified Neurological Severity Score
MPO	Myeloperoxidase
MYC	MYC proto-oncogene, bHLH transcription factor
NC	Normal control
NeuN	Neuronal nuclei
NF-κB	Nuclear factor kappa B
NFKBIA	NF-κB inhibitor alpha
NIH	National Institutes of Health
O.C.T.	Optimal cutting temperature compound
P1-P2	Postnatal day 1-2
PFA	Paraformaldehyde
PI3K	Phosphoinositide 3-kinase
PSMB8	Proteasome subunit beta type-8
PSMB9	Proteasome subunit beta type-9
PVDF	Polyvinylidene difluoride
qPCR	Quantitative polymerase chain reaction
RBC	Red blood cell
RECA	Rat endothelial cell antigen
RIN	RNA integrity number
RNA-seq	RNA sequencing
SD	Sprague Dawley
SEM	Standard error of the mean
STAT3	Signal transducer and activator of transcription 3
STAT6	Signal transducer and activator of transcription 6
STRING	Search Tool for the Retrieval of Interacting Genes/Proteins
TBST	Tris-buffered saline with Tween 20
TGF-β1	Transforming growth factor beta 1
TNF-α	Tumor necrosis factor alpha
TP53	Tumor protein p53
TPM	Transcripts per million
UPR	Unfolded protein response
UPS	Ubiquitin-proteasome system
YAP1	Yes-associated protein 1

# Supplementary material for: Immunoproteasome Inhibition Modulates Microglial Polarization to Facilitate Anti-Inflammatory Responses and Hematoma Resolution After Intracerebral Hemorrhage
**Source:** Cells. 2026 Apr 9;15(8):664. doi: 10.3390/cells15080664
**Supplement:** Supplementary file 1

## Supplement figure legend

**Table S1. Upstream Regulators of Is-HA vs. Is vs. Normal cross-intersections**

| Upstream Regulator | Molecule Type           | P-value  | Target Molecules in Dataset                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|--------------------|-------------------------|----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>MYC</b>         | Transcription regulator | 1.55E-49 | ACTB,ADM,AK2,ANGPTL4,ANXA4,ANXA5,APOC1,ARG1,ARHGAP22,BAG1,BAX,BCL2A1,BIRC5,CASP8,CCND1,CDK1,CDKN1A,CDKN1C,CDKN3,CEBPD,CLEC3B,COL15A1,COL4A1,COL4A2,CRIP1,CSTB,CTSB,CTSD,Ctsl,CXCR4,DCTPP1,DHFR,DNPH1,DUSP2,EBI3,ECM1,EIF4EBP1,EIF5A,FABP5,FBL,FBLN5,FCGR1A,Fcgr3,Fcgr4,FRZB,FTH1,G0S2,GABARAP,GADD45B,GADD45G,GAR1,HMGA1,HMOX1,HP,HSPB1,ID1,IER3,IER5,IFI27,IFI35,IFIT3,IRAG2,IRF7,LDHA,let-7,LGALS1,LGMN,Lyz1/Lyz2,MAP4K1,MCM5,MGP,MRC1,Mt1,MT2A,MYD88,MYL9,NFKBIA,NME2,NQO1,NR1H3,OASL,PGLS,PLAC8, <b>PSMB8</b> ,RARA,RBP1,RHOC,RIN3,RPIA,RPL10A,RPL11,RPL13,RPL13A,RPL14,RPL18,RPL18A,RPL23,RPL27,RPL28,RPL35,RPL36A,RPL36AL,RPL37A,RPL38,RPL8,RPLP0,RPLP1,RPLP2,RPS12,RPS15,RPS16,RPS19,RPS2,RPS20,RPS21,RPS23,RPS27,RPS27A,RPS28,RPS29,RPS3,RPS5,RPS7,RPS8,RPS9,RPSA,S100A10,S100A6,SERPINH1,SLC11A1,SLC1A5,SNAI1,SNRPD2,SPP1,SQOR,TAGLN2,TALDO1,TGFB1,THBS1,TIMP1,TKT,TMSB4X,TSP1,TXN,UBE2C,UPP1,USP18,WDR4,YBX3,ZFP36                                                                                                                                                                                                          |
| <b>YAP1</b>        | Transcription regulator | 5.98E-43 | ADAM8,ALDH1A2,ANGPTL4,ARG1,BAX,BIRC5,BRI3,BST2,CASP8,CCN1,CCND1,CCNF,CD74,CDK1,CDKN1A,CDKN1C,COL4A1,COL4A2,COL6A1,CTSD,CXCR4,CYTIP,DTYMK,EHD1,F13A1,FTL,GINS1,GLRX,H2AX,HMOX1,HP,ID1,IFI27,IFI35,IFNGR1,LBR,LDHA,let-7,LGALS3,LMNA,MRC1,MYL9,NFKBIA,NPC2,NUAK2, <b>PSMB8</b> , <b>PSMB9</b> ,RAB5IF,RNASEH2C,RPL10A,RPL11,RPL13,RPL13A,RPL14,RPL18,RPL18A,RPL23,RPL27,RPL28,RPL35,RPL36A,RPL36AL,RPL37A,RPL38,RPL8,RPLP0,RPLP1,RPLP2,RPS12,RPS15,RPS16,RPS19,RPS2,RPS20,RPS21,RPS23,RPS27,RPS27A,RPS28,RPS29,RPS3,RPS5,RPS7,RPS8,RPS9,RPSA,SLC1A5,SYK,TBC1D2,TGFB1,TGFB1I1,THBS1,TIMP1,TNIP2,TRADD,TRAF2,TXN,WTIP                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| <b>TNF</b>         | Cytokine                | 2.04E-41 | ACADS,ACTB,ADAM8,ADM,AK2,ALOX5AP,ANGPTL4,ANPEP,ANXA11,APBA3,APOE,ARG1,ARHGAP22,ARHGDIB,BAX,BCL2A1,BCL3,BIRC5,BST2,BTG2,CASP8,CAVIN3,CCL17,Ccl3,CCN1,CCND1,CD74,CDKN1A,CEBPB,CEBPD,CFD,CH25H,COL15A1,COL4A1,COL4A2,COTL1,CTSB,CTSC,CTSD,CTSZ,CXCR4,CYBA,CYTIP,DUSP2,EBI3,EHD1,EIF4EBP1,ENG,FABP5,FBL,FCER1G,FRZB,FTH1,G0S2,GADD45B,GADD45G,GNA15,GPX1,HLA-DMA,HMOX1,HOPX,HP,HSPG2,ICAM2,ID1,IER2,IER3,IFI27,IFI30,IFI35,IFIT3,IFNGR1,IGFBP2,IGFBP3,IGFBP6,IKBKE,IL17RA,IL18,IL18BP,IL3RA,IL4R,IRF7,LCP2,LDHA,let-7,LGALS3,LITAF,LOXL1,LRG1,LTB,LTBR,LY96,Lyz1/Lyz2,MAP2K3,METRNL,MGMT,MGP,MGST1,MGST2,MOB3C,Mt1,MT2A,MYD88,MYL6,NCF1,NFKBIA,NINJ1,NPM3,NQO1,NR1H3,NRROS,NUAK2,OASL,P2RY2,P2RY6,PDPN,PGF,Pilrb1/Pilrb2,PKMYT1,PLIN2,PLK3,POMC, <b>PSMB8</b> , <b>PSMB9</b> ,PYCARD,RAC2,RARA,RARRES2,RBP1,RBPMS,RCN3,RELB,RFTN1,RIPK3,RPLP0,RPS27A,RPS3,RPSA,S100A10,S100A16,S100A8,S100A9,SDC1,SDC4,SEC61A1,SERPINF1,SLAMF8,SLC11A1,SLC39A8,Slfn2,SMPDL3A,SNAI1,SOC3,SPP1,SYK,TALDO1,TAP1,TBXAS1,TGFB1,TGFB1I1,TGIF1,THBD,THBS1,TICAM1,TIMP1,TINAGL1,TNFAIP8,TNFRSF1A,TNFRSF1B,TNFSF12,TRADD,TRAF2,TXN,VSIR,XAF1,XDH,ZC3H12A,ZFP36,ZYX |
| <b>TGFB1</b>       | Growth factor           | 1.88E-37 | ADM,AHNAK,AIM2,ALOX5AP,ANGPTL4,ANPEP,ANXA11,ANXA2,APOE,ARG1,ARHGAP22,ARHGDIA,ASGR2,AURKA,BAX,BCL3,BIRC5,BMP1,BMP7,BTG2,C1QA,C1QB,CASP8,Ccl3,CCN1,CCND1,CCNF,CD300A,CD68,CD74,CDK1,CDKN1A,CDKN1C,CDKN3,CDT1,CEBPB,CEBPD,CFD,CNN2,COL4A1,COL4A2,COL6A1,COL6A2,COTL1,CTSB,CTSC,CTSD,CTSH,CXCR4,CYBA,DES,DOK1,DUSP2,ECE1,ECM1,EHD1,EIF4EBP1,ENG,ESAM,F13A1,FABP5,FBLN5,FCER1G,FCGR1A,FTH1,FTL,FXDY5,GABARAP,GADD45B,GAL,H2AX,HCAR2,HEBP1,HLA-DMA,HMGA1,HMOX1,HOPX,HSPB1,HSPG2,ICAM2,ID1,IER2,IER3,IFI27,IFI30,IFIT3,IGFBP2,IGFBP3,IGFBP6,IKZF4,IL18,IL4R,KDELR3,LBR,LDHA,let-7,LGALS3,LITAF,LOXL1,LSM2,LSM5,MAP2K3,METRNL,MGMT,MGP,MKNK2,MRC1,MRPS6,MTHFD2,MYD88,MYL6,NCF1,NFKBIA,NR1H3,P2RY6,PDLIM1,PDLIM4,PDPN,PFDN1,POMC,PTH                                                                                                                                                                                                                                                                                                                                                                                                           |

Supplementary Table S1. Predicted upstream regulators of overlapping DEGs.

Upstream regulator analysis was performed on the overlapping DEGs identified between the

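The heading of Table S1 names a comparison with Normal. All 297 tested targets of MYC, YAP1, TNF and TGFB1 had a log2 fold change above 1 in I_S_ against Normal, and 293 of them also had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Their median log2 fold change against Normal was 2.48. Of the 297 targets, 144 also had a log2 fold change below -0.5 in I_S-HA_ against I_S_. In the whole data, the intersection of genes higher in I_S_ than Normal and lower in I_S-HA_ than I_S_ held 0 genes at an adjusted p under 0.05, 358 genes at an unadjusted p under 0.05 and 1037 genes at the fold cutoffs without a p.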

IS vs. Normal and IS-HA vs. IS groups. Key predicted regulators included transcription factors (e.g., MYC, YAP1, TP53), cytokines (e.g., TNF, IFNG, IL1B, IL4, IL6), and growth factors (e.g., TGF $\beta$ 1). 

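The genes ARG1, CD68, CD74, HMOX1 and NFKBIA of Table S1 were measured under the rat symbols Arg1, Cd68, Cd74, Hmox1 and Nfkbia. In I_S_ against Normal their log2 fold changes were 5.69, 6.92, 5.55, 8.65 and 1.91, with adjusted p from 3.1e-05 for Hmox1 to 7.1e-04 for Cd74 by edgeR's quasi-likelihood test. In I_S-HA_ against I_S_, Cd68 had -0.69 (standard error 0.38, adjusted p = 0.583), Cd74 had -0.83 (standard error 0.60, adjusted p = 0.658) and Nfkbia had -0.73 (standard error 0.24, adjusted p = 0.540). All 3 I_S-HA_ rats were below all 3 I_S_ rats for Nfkbia, while the groups overlapped for Cd68 and Cd74.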

Each regulator was associated with multiple downstream targets, including immunoproteasome subunits Psmb8 (LMP7) and Psmb9 (LMP2), as well as immune- and inflammation-related genes such as ARG1, CD68, CD74, HMOX1, and NFKBIA. Significance levels (*p*-values) and the list of target molecules in the dataset are provided in the table. These results suggest that multiple transcriptional regulators and cytokine signaling pathways converge on immunoproteasome components and microglial immune functions after ICH.

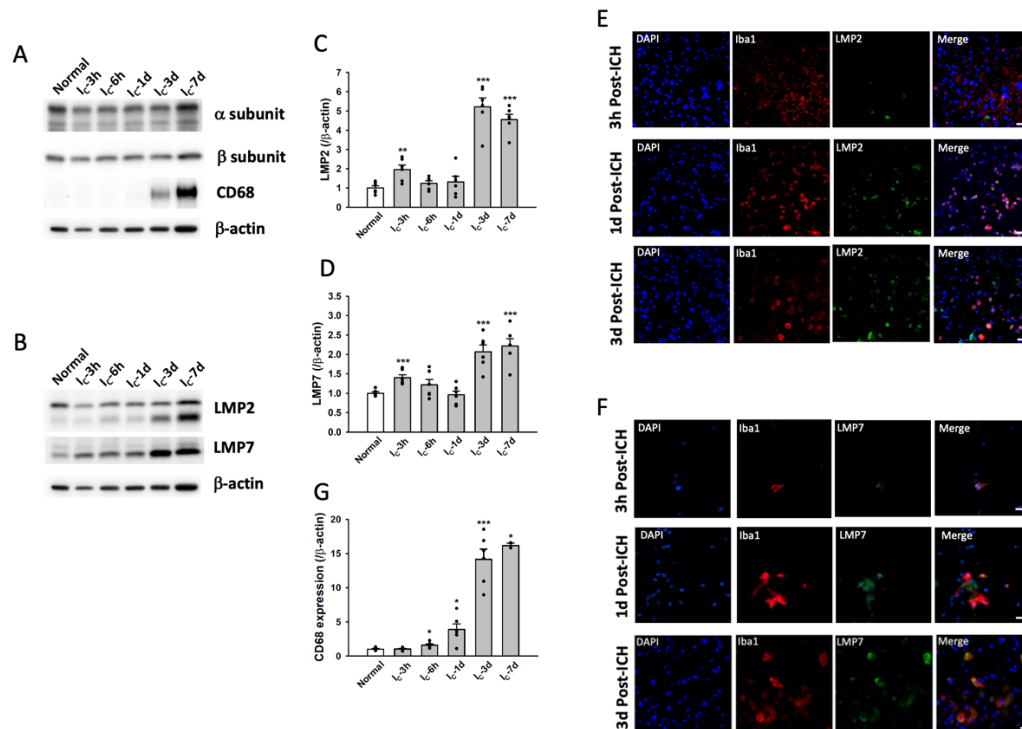

**Supplementary Figure S1.** Temporal induction of immunoproteasome activation following intracerebral hemorrhage.

(A) Representative Western blot analysis of proteasome  $\alpha$  and  $\beta$  subunits and CD68 expression at 3 h, 6 h, 1 day, 3 days, and 7 days post-ICH. (B) Representative Western blot analysis of immunoproteasome subunits LMP2 and LMP7 at the indicated time points. (C–D) Quantification of LMP2 (C) and LMP7 (D) protein levels normalized to  $\beta$ -actin, showing progressive upregulation following ICH, with peak expression at later time points ( $n = 6$  animals per group). (E–F) Immunofluorescence staining showing colocalization of LMP2 (E) or LMP7 (F) (green) with Iba1<sup>+</sup> microglia (red) at 3 h, 1 day, and 3 days post-ICH. DAPI (blue) marks nuclei. Scale bars = 20  $\mu$ m. (G) Quantification of CD68 protein levels normalized to  $\beta$ -

actin, showing peak expression at day 3 post-ICH (n = 6 animals per group, except for 7 days where n = 2). Data are presented as mean  $\pm$  SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  vs. Normal.

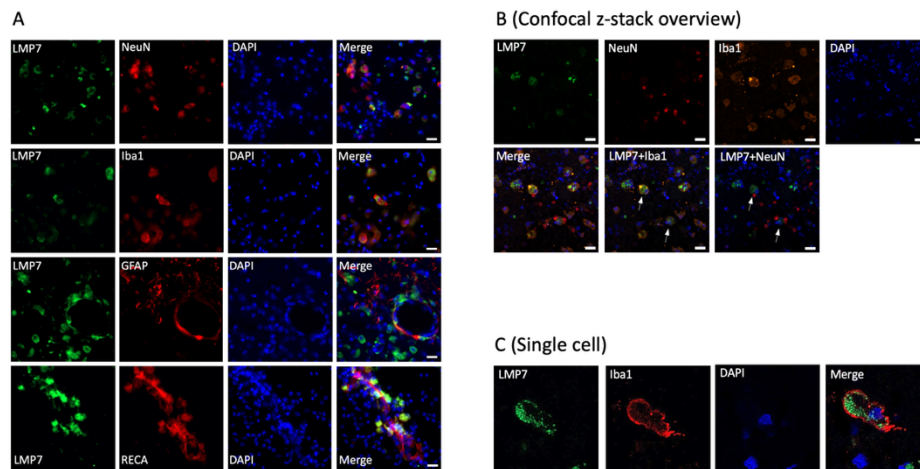

**Supplementary Figure S2.** Cellular localization of LMP7 in neural cell populations after ICH.

(A) Immunofluorescence staining showing LMP7 (green) colocalization with NeuN<sup>+</sup> neurons, Iba1<sup>+</sup> microglia, GFAP<sup>+</sup> astrocytes, and RECA<sup>+</sup> endothelial cells; nuclei were counterstained with DAPI (blue). (B) Confocal z-stack images demonstrating spatial overlap of LMP7 with Iba1<sup>+</sup> microglia but not NeuN<sup>+</sup> neurons. (C) High-magnification single-cell images confirming intracellular localization of LMP7 within microglia. These findings indicate that immunoproteasome activation predominantly occurs in microglia following ICH. Scale bar = 20  $\mu$ m.

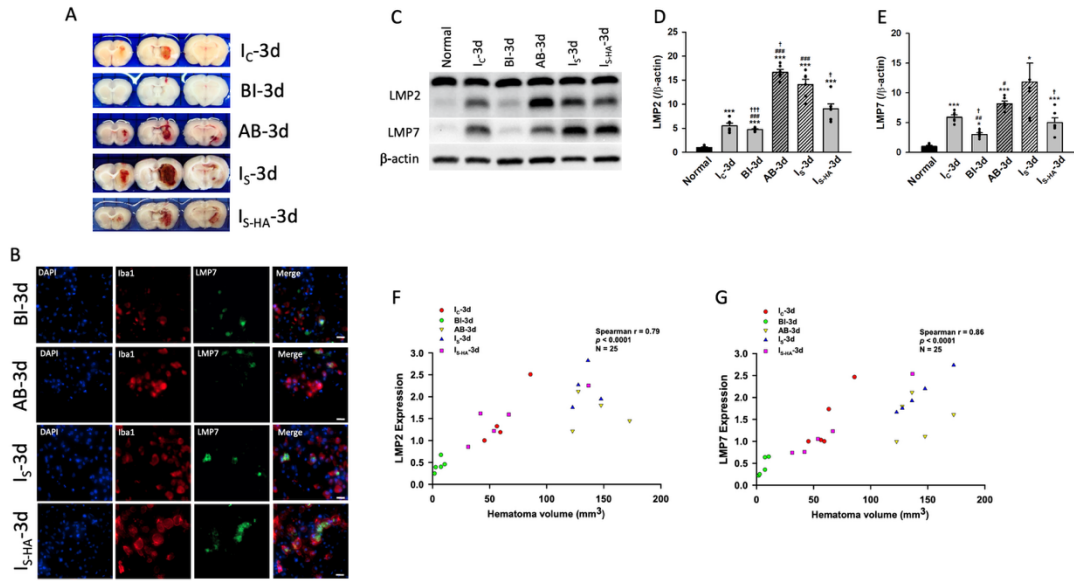

**Supplementary Figure S3.** Hemorrhagic severity differentially regulates immunoproteasome activation and correlates with hematoma volume.

(A) Representative coronal brain sections at 3 days post-injury illustrating hematoma size in intracerebral injection (Ic), balloon inflation (BI), autologous blood injection (AB), severe ICH (Is), and hematoma aspiration (Is-HA) groups. BI induced minimal hemorrhage, whereas AB and Is resulted in progressively larger hematomas, which were reduced following hematoma aspiration. (B) Immunofluorescence staining showing colocalization of LMP7 (green) with Iba1<sup>+</sup> microglia (red) in BI, AB, Is, and Is-HA groups; nuclei were counterstained with DAPI (blue). LMP7 signals were minimal in BI, moderately increased in AB, and markedly elevated in Is, with attenuation observed in Is-HA. Scale bars = 20  $\mu$ m. (C) Representative Western blot analysis of LMP2 and LMP7 expression across experimental groups at 3 days post-injury. (D–E) Representative Western blot analysis and quantification of LMP2 (D) and LMP7 (E) expression normalized to  $\beta$ -actin across hemorrhagic models. Immunoproteasome expression increased in association with hemorrhagic severity, with the highest levels observed in the Is group (n = 6 animals per group). (F–G) Scatter plots showing the relationship between hematoma volume and LMP2 (F) or LMP7 (G) expression (n = 4 animals per group). Spearman correlation analysis revealed a positive association between hemorrhagic burden and immunoproteasome expression. Data are presented as mean  $\pm$  SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  vs. Normal; #  $p < 0.05$ , ##  $p < 0.01$ , ###  $p < 0.001$  vs. Ic; †  $p < 0.05$ , ††  $p < 0.01$  vs. Is.

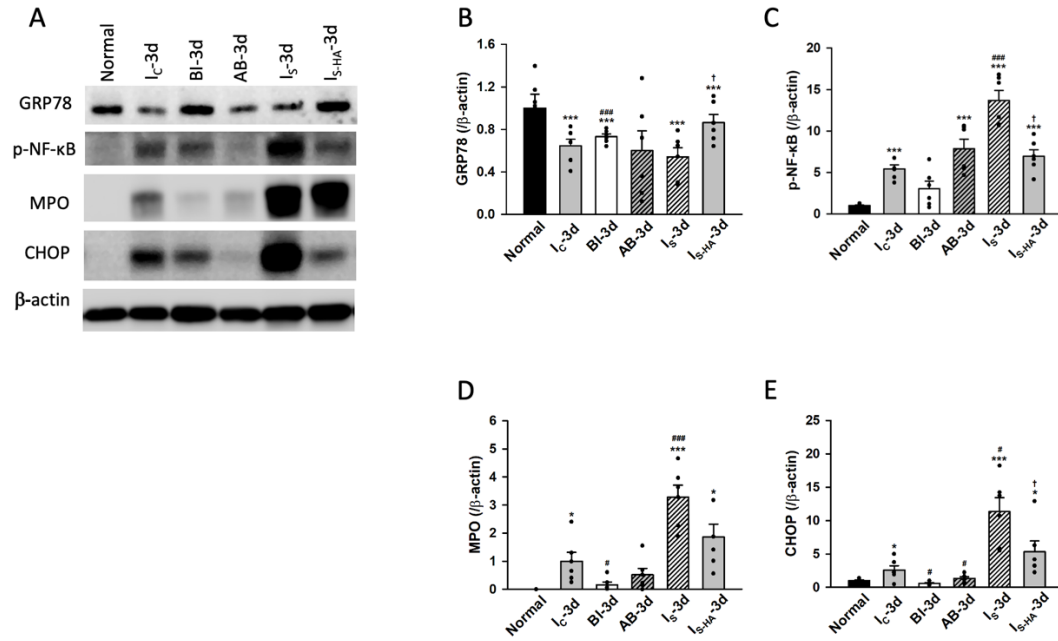

**Supplementary Figure S4.** Hemorrhagic severity enhances ER stress and inflammatory signaling following intracerebral hemorrhage.

(A) Representative Western blot analysis of GRP78, phosphorylated NF-κB (p-NF-κB), MPO, and CHOP expression across experimental groups (Normal, IC, BI, AB, IS, and IS-HA) at 3 days post-injury. (B–E) Quantification of GRP78 (B), p-NF-κB (C), MPO (D), and CHOP (E) protein levels normalized to β-actin (n = 6 animals per group). Expression of ER stress-related proteins and inflammatory markers was increased in severe hemorrhage and partially reduced following hematoma aspiration. Data are presented as mean ± SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  vs. Normal; #  $p < 0.05$ , ##  $p < 0.01$ , ###  $p < 0.001$  vs. I<sub>c</sub>; †  $p < 0.05$ , ††  $p < 0.01$  vs. I<sub>s</sub>.

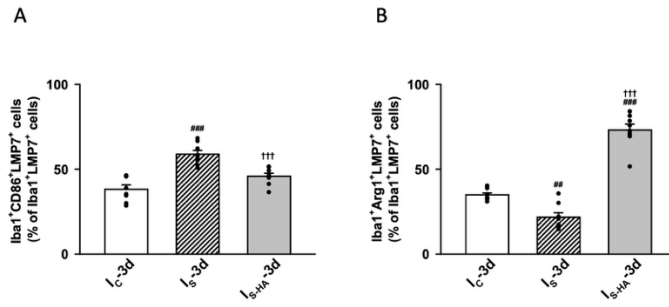

**Supplementary Figure S5.** Immunoproteasome-associated microglial polarization following intracerebral hemorrhage.

(A) Quantification of Iba1<sup>+</sup>CD86<sup>+</sup>LMP7<sup>+</sup> cells expressed as a percentage of Iba1<sup>+</sup>LMP7<sup>+</sup> microglia across experimental groups at 3 days post-injury. The proportion of CD86<sup>+</sup> (pro-inflammatory) microglia was significantly increased in the I<sub>s</sub> group compared with I<sub>c</sub>, and partially reduced following hematoma aspiration. (B) Quantification of Iba1<sup>+</sup>Arg1<sup>+</sup>LMP7<sup>+</sup> cells expressed as a percentage of Iba1<sup>+</sup>LMP7<sup>+</sup> microglia. The proportion of Arg1<sup>+</sup> (anti-inflammatory) microglia was decreased in the I<sub>s</sub> group but markedly increased in the I<sub>s-HA</sub> group. Quantification was performed from 2 animals per group, with 4 fields analyzed per animal. Data are presented as mean ± SEM. ##  $p < 0.01$ , ###  $p < 0.001$  vs. I<sub>c</sub>; ††  $p < 0.01$ , †††  $p < 0.001$  vs. I<sub>s</sub>.

A

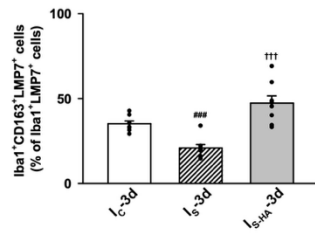

**Supplementary Figure S6.** Immunoproteasome-associated CD163<sup>+</sup> microglial polarization following intracerebral hemorrhage.

(A) Quantification of Iba1<sup>+</sup>CD163<sup>+</sup>LMP7<sup>+</sup> cells expressed as a percentage of Iba1<sup>+</sup>LMP7<sup>+</sup> microglia across experimental groups at 3 days post-injury. The proportion of CD163<sup>+</sup> (anti-inflammatory and phagocytic-associated) microglia was significantly reduced in the Is group compared with Ic, whereas hematoma aspiration markedly increased CD163<sup>+</sup> microglial polarization. Quantification was performed from 2 animals per group, with 4 fields analyzed per animal. Data are presented as mean  $\pm$  SEM. ###  $p < 0.001$  vs. Ic; +++  $p < 0.001$  vs. Is.

How the deposited data were processed for this re-analysis (not part of the article)

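RNA of the striatum at day 3 was measured in 11 rats, 3 each of I_C_, I_S_ and I_S-HA_ and 2 of Normal, with one library per rat. The authors made poly(A) libraries and sequenced them as paired-end reads of 150 bases. Read counts per gene were deposited by the authors as whole numbers without normalization, and no filter on expression had been applied, since genes at 0 in every rat are listed. The authors also deposited TPM, in which counts were divided by gene length and each rat was scaled to the same sum. The aligner, the counting tool, the genome build and the version of the annotation are not named in the paper's text. Each column was matched to a rat by the library name in its label, 0 columns were left unmatched, and no rat was left out.

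The counts assigned to genes had a median of 14761168 in I_C_, 10867450 in I_S_, 10139653 in I_S-HA_ and 17933189.5 in Normal, and the smallest library held 6701301. At that depth the floor of 3 counts is 0.448 CPM. Floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules.

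The 30560 genes of the file were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, normalized by TMM and tested with edgeR's quasi-likelihood F test in one fit over the 4 groups, with Benjamini-Hochberg adjustment over the 15742 genes tested. The common dispersion was 0.0691. Genes higher in I_S_ than I_C_ or Normal had a log2 fold change above 1, genes lower in I_S-HA_ than I_S_ had one below -0.5, genes in the opposite directions met the mirrored cutoffs, and the adjusted p was under 0.05. The fold cutoffs are those of the Figure 1C legend and the cutoff on the adjusted p is that of the methods. Standard errors of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of F. Values per group are means with the SD between rats. The TPM values of Psmb8, Psmb9 and Foxn3 were compared by two-sided exact permutation tests.

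The replicate numbers of the labels are shared by different animals. I_S_ and I_C_ share 3 numbers, and I_S-HA_ shares 2 numbers with each of them. The correlation across genes of the deviations from the group means was 0.0311 for same-numbered and -0.0141 for differently numbered rats of I_S_ and I_C_, and -0.174 and 0.174 for I_S-HA_ and I_C_. A fit with the replicate number as a block was therefore an alternative and not the reported value.

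The genes given by name are those that the paper names or draws in the heatmap of Figure 2A, and up to 5 genes per comparison with the largest change among those past the thresholds. Marker genes of cell types were read as sets. This rule, the reported tests and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors in edgeR, library size alone, the Wald test of DESeq2 1.42.0, no filter on counts, at least 10 counts in every rat, only the groups compared, each rat left out in turn, the replicate block, normalization without 17 hemoglobin and mitochondrial genes, other cutoffs, and Psmb8 and Psmb9 relative to Aif1, Csf1r, Itgam and Tyrobp. Added after the data were seen were limma 3.58.1 with trend on log2(TPM + 1), the ratio of mean TPM, limma's voom with a quality weight per rat, libraries thinned to the smallest, a correction for gene length, the replicate block with that correction, and the block with crossed pairs. Gene lengths were taken from the ratio of the deposited counts to TPM.

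The methods were tested on simulated data with 200 changed, well-expressed genes among 15742. The changes were put into the I_S_ libraries and tested in I_S_ against I_C_, with the same dispersion for every gene. With a log2 change of 2 either way and a dispersion of 0.0691, edgeR recovered 99.5% of them, with 6.1% of its calls false. DESeq2's Wald test recovered 99.5% with 13.5% false, and voom recovered 99.0% with 4.8% false. With a log2 change of 1, edgeR recovered 24.0%, voom 24.0% and DESeq2's Wald test 37.5%, with 2.0%, 4.0% and 21.9% of calls false. With a log2 change of 0.5, the size of the smaller cutoff, edgeR and voom recovered 0% and DESeq2's Wald test 0.5%. A length trend put into simulated libraries gave 5422 calls without the correction for gene length and 0 with it. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway and upstream regulator predictions and the measurements by Western blot, staining and cell culture were not analysed here.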

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

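The tests of Foxn3 and of the genes lower in I_S_ than in Normal were chosen only after the results were seen.

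Foxn3 (ENSRNOG00000004709), a forkhead transcription factor gene that the paper does not discuss, was the 1 gene of 15742 past the thresholds between I_S-HA_ and I_S_, and is named here for that reason, after its values were seen. Its log2 fold change was 1.86 (standard error 0.21, adjusted p = 0.0489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stood at 13.3 ± 3.19 TPM (SD, n = 3) in I_S-HA_, 3.56 ± 0.962 TPM (SD, n = 3) in I_S_, 11.4 ± 1.89 TPM (SD, n = 3) in I_C_ and 26.2 ± 8.02 TPM (SD, n = 2) in Normal. All 3 I_S-HA_ rats were above all 3 I_S_ rats (two-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). With all libraries thinned to the smallest size the log2 fold change was 1.72, which does not test library size, since thinning leaves the expected fold change of normalized counts as it is. The library sizes of the 2 groups overlapped, and I_S-HA_ replicate 2, with the smallest library, had a normalized Foxn3 value of 19.4 CPM against at most 7.43 CPM in the I_S_ rats, which speaks against library size. With the correction for gene length it was 1.83, so that correction moved it little. Its adjusted p passed the threshold in 8 of 25 alternatives with a test and ranged from 1.4e-10 with DESeq2's Wald test to 1 with the replicate block, while the log2 fold change stayed between 1.65 and 2.04 in all 26 alternatives. In 2 of the 4 splits of the 6 rats that part same-numbered rats, the real one included, at least as many genes passed in one direction, but 4 splits are too few to give a share under 0.05 and the count covers all genes and not Foxn3 alone. An accidental grouping of the rats was therefore neither shown nor ruled out. Lower Foxn3 in severe hemorrhage with a return after aspiration may be a biological response, and remains a hypothesis.

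In I_S_ against Normal, a direction on which the paper does not report, 2674 genes were lower with a log2 fold change below -1 and an adjusted p under 0.05 from edgeR's quasi-likelihood test. With all libraries thinned to the smallest size the count was 2457, of which 2348 were among the 2674, and with the correction for gene length it was 2346, of which 2028 were among them. Most of the genes were therefore also found with equal numbers of reads and with that correction. Thinning leaves the expected fold change as it is, so it covers only the number of reads available to the test, and both Normal libraries were larger than all 3 I_S_ libraries. Splits of the rats were not counted for this comparison, in which Normal has 2 rats. The 12 neuron markers stood at -1.07 ± 0.653 (SD, n = 3) in I_S_ and 1.12 ± 0.100 (SD, n = 2) in Normal, on the log2 scale relative to the I_C_ mean. Loss of neuronal RNA from the injured striatum is a candidate explanation for lower genes and was not tested as the cause.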

How the results depend on the processing

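The fits on TPM, with quality weights, with thinned libraries, with the correction for gene length and with crossed pairs were chosen after seeing the data, and the others before. The causes of the changes below were not tested unless a value is given.

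With edgeR's quasi-likelihood test, 0 genes were higher and 0 lower in I_S_ than I_C_, 0 lower and 1 higher in I_S-HA_ than I_S_, 0 in the intersection of higher in I_S_ than I_C_ and lower in I_S-HA_, 0 in the intersection that takes Normal in place of I_C_, and 0 different between I_S-HA_ and I_C_. In that order, the counts were 530, 810, 420, 792, 172, 358 and 322 at an unadjusted p under 0.05, and 746, 1061, 1278, 2286, 482, 1037 and 605 with the fold cutoff alone. DESeq2's Wald test gave 265, 352, 24, 50, 21, 24 and 16. The ratio of mean TPM with the fold cutoff alone, chosen after seeing the data, gave 717, 1241, 1266, 2522, 477, 963 and 726. The voom fit with a quality weight per rat, also chosen after seeing the data, gave 338, 442, 154, 245, 90 and 142 for the first 6 and 0 for the last, and weighted I_S-HA_ replicate 2 lowest, at 0.155.

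Across the 11 fits that each left out one rat, genes higher in I_S_ than I_C_ went from 0 to 348, genes lower in I_S_ than I_C_ from 0 to 616, genes lower in I_S-HA_ than I_S_ from 0 to 155, genes higher in I_S-HA_ than I_S_ from 0 to 540, the intersection from 0 to 74, and genes different between I_S-HA_ and I_C_ from 0 to 1. The intersection with Normal went from 0 to 140 across 9 fits. The highest values, apart from the 1 gene between I_S-HA_ and I_C_, came without I_S-HA_ replicate 2.

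With the replicate number as a block, 3 genes were lower and 3 higher in I_S-HA_ than I_S_, and 6 differed between I_S-HA_ and I_C_. With crossed pairs, chosen after seeing the data, these were 10, 9 and 3, so the block with the numbers of the labels gave no more genes than a block with other pairs, apart from I_S-HA_ against I_C_. The 1 gene higher in I_S-HA_ than I_S_ became 0 with DESeq2's size factors in edgeR, library size alone, only the groups compared, limma on log2(TPM + 1), thinned libraries, and the block with the correction for gene length, the last 3 chosen after seeing the data. With only the groups compared, 1 gene differed between I_S-HA_ and I_C_. The 2960 genes higher in I_S_ than Normal stayed within 1.5 times that count in all settings run, from 2547 to 3136 across the 9 fits that left out one rat. The cutoffs of the methods gave the same 7 counts as those of the legend.

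Psmb8 was higher in I_S_ than I_C_ by 0.52 to 1.18 over the alternatives (adjusted p from 0.0259 to 0.534, past 0.05 in 2 of 25), with 0.98 (adjusted p = 0.0259) in the voom fit and 0.80 to 1.18 across the fits that left out one rat, of which the one without I_S-HA_ replicate 2 passed (0.99, adjusted p = 0.0284). Between I_S-HA_ and I_S_ it ranged from -1.06 to -0.12 (adjusted p from 0.0491 to 1, past 0.05 in 1 of 26), and from -1.06 to -0.13 across the fits that left out one rat. Psmb9 ranged from 0.21 to 0.82 (adjusted p from 0.0831 to 0.682) and from -0.93 to -0.0047 (adjusted p from 0.0734 to 1), past 0.05 in 0 alternatives. In I_S_ against Normal both passed in 20 of 21 alternatives. The exception was the value relative to Aif1, Csf1r, Itgam and Tyrobp, where Psmb8 was higher by 0.54 (adjusted p = 0.165) and Psmb9 by 0.17 (adjusted p = 0.683). It was the only alternative that took account of myeloid RNA, so the others do not speak on cell content. Among all proteasome genes of the file Psmb8 ranked 2 and Psmb9 ranked 3, and in the other settings they ranked 1 and 2.

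The log2 fold change of I_S-HA_ against I_S_ also changed sign for a few genes. Tnf reversed to 0.085 with the replicate block, 0.044 with the block and the correction for gene length, and 0.091 with crossed pairs, and Cd74 to 0.13, 0.11 and 0.13. Ddit3 reversed to -0.31 in the voom fit and ranged from -0.27 to 0.49 across the fits that left out one rat. Cd36 ranged from -0.33 to 1.70 in I_S_ against I_C_ and from -3.20 to 0.27 in I_S-HA_ against I_S_ across those fits, reversing without I_S_ replicate 4. Among the other values of single genes, 22 became stronger, 13 weaker and 1 moved under alternatives set before, and 13 became stronger and 4 weaker under those chosen after seeing the data.

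In simulated data edgeR recovered 99.5% of genes with a log2 change of 2, 24.0% of those with 1 and 0% of those with 0.5. The counts of 0 rose in the fit without I_S-HA_ replicate 2, which has fewer rats, except for I_S-HA_ against I_C_. Where they rose, the number of rats alone therefore does not account for them. I_S-HA_ replicate 2 is not part of I_S_ against I_C_, but the fit shares its spread over the 4 groups. Without that rat the log2 fold change of Psmb8 in I_S_ against I_C_ stayed at 0.99, while its standard error went from 0.39 to 0.23. The 0 genes of that comparison thus depend in part on a rat of another group. With only I_S_ and I_C_ fitted, the standard error was 0.24, yet 0 genes were higher. For I_S-HA_ against I_C_ only the simulation is at hand, and it does not carry over directly. It tested I_S_ against I_C_ with the same dispersion for every gene and held no rat like I_S-HA_ replicate 2. Changes near 1 could have been missed there. Larger ones could too, since Arg1, at 1.99 in I_S_ against I_C_ (adjusted p = 0.143 from edgeR's quasi-likelihood test), was not called in the real data. Depth limits genes with few reads. Il4, Ifng, Il10 and Mpo had too few counts to be tested. With all libraries thinned to 6701301 counts, 488 genes were higher in I_S_ than I_C_ at an unadjusted p under 0.05. The alternatives for files that hold only normalized values were not run, since counts were deposited, and the replicate block could not be fitted for I_S_ against Normal, which share 1 number.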

Differences from the paper's values

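The paper reports 190 genes upregulated in I_S_ compared with I_C_, against 0 genes from edgeR's quasi-likelihood test, with 530 at an unadjusted p under 0.05. The paper's methods name DESeq2 but not which of its tests was used. Of the alternatives set before the data were examined, DESeq2's Wald test gave 265 genes, within 1.5 times the paper's 190. None of the other alternatives set before the data were examined came within that range.

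The paper reports 1243 genes downregulated in I_S-HA_ relative to I_S_, against 0 genes from the same test, with 420 at an unadjusted p under 0.05. The fold cutoff alone, without a p, gave 1278 genes against the paper's 1243, and DESeq2's Wald test gave 24. None of the other alternatives set before the data were examined came within 1.5 times. The ratio of mean TPM with the fold cutoff alone, chosen after seeing the values, gave 1266 genes.

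For the overlap the paper reports 61 genes, against 0 here, with 172 at an unadjusted p under 0.05. The fit without I_S-HA_ replicate 2 gave 74 genes against the paper's 61, and none of the other alternatives set before the data were examined came within 1.5 times. The voom fit with a quality weight per rat, chosen after seeing the values, gave 90 genes, within 1.5 times the paper's 61. The paper's counts for the single comparisons were read as whole sets, as its text states them, and not as the parts outside the overlap. Read so, no setting came within that range for more than 1 of the 3 counts.

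The paper's Figure 2E,F marks the transcripts of LMP2 and LMP7 as different between I_S_ and I_C_ and between I_S-HA_ and I_S_. Here the adjusted p from edgeR's quasi-likelihood test was 0.190 for Psmb8 and 0.316 for Psmb9 in I_S_ against I_C_, and 0.771 and 0.852 in I_S-HA_ against I_S_. For Psmb8 in I_S_ against I_C_, the fit without I_S-HA_ replicate 2 gave an adjusted p of 0.0284, and the voom fit, chosen after seeing the values, gave 0.0259, in a range over the alternatives from 0.0259 to 0.534. For Psmb8 in I_S-HA_ against I_S_, the fit without I_S-HA_ replicate 2 gave 0.0491, in a range from 0.0491 to 1. For Psmb9, 0 alternatives passed in either comparison. The paper states that Psmb8 and Psmb9 changed most among proteasome genes. By log2 fold change in I_S_ against I_C_ they ranked 1 and 2 of the 33 genes of the heatmap, and 2 and 3 among all 48 proteasome genes tested. Psmb10 (MECL-1) was not among these.

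The paper's text draws the upstream regulators from the genes raised in I_S_ over I_C_ and lowered in I_S-HA_, whereas Table S1 names Normal. Of 297 tested targets read from Table S1, 297 were above a log2 fold change of 1 in I_S_ against Normal and 104 in I_S_ against I_C_. With the fold cutoff of I_S-HA_ against I_S_ added, 144 were left with Normal and 77 with I_C_, so many targets met neither intersection. The 317 symbols read are more than the 61 genes of the paper's overlap, so they cannot all come from it.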

Other observations

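The tests on counts at an unadjusted p, on genes lower in I_S_ than I_C_ and higher in I_S-HA_ than I_S_, on I_S-HA_ replicate 2, on long genes and on ribosomal protein genes were chosen only after the results were seen, and the other tests before.

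The counts of genes were compared with those of other splits of the same rats. Only splits that part same-numbered rats as the real one does were compared, which leaves 4 splits of 6 rats, and 4 splits cannot give a share under 0.05. Each other split was given the larger of its counts in the 2 directions. For genes higher and for genes lower in I_S_ than I_C_ at an adjusted p under 0.05, where the real split gave 0 genes, 4 of 4 splits gave as many. At an unadjusted p under 0.05 the real split gave 530 genes higher in I_S_ and the other splits gave 26 to 176, so 1 of 4 splits, the real one, gave as many. For genes lower in I_S-HA_ than I_S_ 4 of 4 splits gave as many as the real 0. At an unadjusted p 2 of 4 splits gave as many as the real 420, with 229 to 2670 genes in the others. The split with replicate 2 of I_S_ and of I_S-HA_ exchanged gave 1590 genes at an adjusted p under 0.05. For genes different between I_S-HA_ and I_C_ 4 of 4 splits gave as many as the real 0, with 322 at an unadjusted p in the real split and 134 to 411 in the others.

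For the intersection, 100 of 216 possible assignments of the 9 injured rats to the 3 groups that keep same-numbered rats apart were drawn, the real one included. At an adjusted p under 0.05 the real count was 0, which all 100 were bound to reach, and 4 of them gave more, up to 382. At an unadjusted p, 5 of 100 gave at least the 172 genes of the real assignment, where the median of the others was 20 and the largest was 849. That share lies on the line of 0.05 and comes from a draw, so an accidental grouping of the rats was not ruled out.

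The same 3 I_S_ rats enter both comparisons of the intersection, so a gene that is high by accident in them could enter both sets. At the fold cutoffs the intersection was 8.97 times the size expected for independent sets of the same expression. With different I_S_ rats in the 2 comparisons it was 3.93 times that size on average over 6 divisions of the rats, from 3.39 to 4.61. Each division left 1 I_S_ rat in one of the comparisons, and genes were called by fold alone. Within these limits, shared rats may account for a part of the intersection, and an excess was left without them.

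Psmb8 and Psmb9 were set relative to the myeloid markers Aif1, Csf1r, Itgam and Tyrobp of the same rat. In I_S_ against I_C_, 52.0% of the log2 fold change of Psmb8 and 30.1% of that of Psmb9 were left. What was left was 0.52 for Psmb8 (standard error 0.31, adjusted p = 0.281, in a range over the alternatives from 0.0259 to 0.534) and 0.21 for Psmb9 (standard error 0.33, adjusted p = 0.682, in a range from 0.0831 to 0.682), on the log2 scale. The share left for Psmb8 lies just above the line set beforehand. Neither remainder passed the threshold, but the full changes did not pass it either (adjusted p = 0.190 and 0.316), so this does not decide the question. The rise of Psmb9 cannot be told apart from more microglial and macrophage RNA in the tissue. For I_S-HA_ against I_S_, 32.0% was left for Psmb8 and 1.74% for Psmb9, but the changes themselves were smaller than their standard errors, so these shares do not settle the question. A higher content of these cells in I_S_ may be a biological part of the response, and bulk tissue does not separate it from a change within cells.

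The median library was smaller in I_S_ than in I_C_. With all libraries thinned to the smallest, 488 genes were higher in I_S_ at an unadjusted p, against 530 before, and 0 at an adjusted p under 0.05 both before and after. A count that was 0 at the start could not fall, so the adjusted count did not test the effect of library size.

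I_S-HA_ replicate 2 lay 2.31 times as far from the other I_S-HA_ rats as these lay from each other, measured over log2 expression, where the largest ratio was 1.07 in I_C_ and 1.35 in I_S_. It also had the smallest library. With thinned libraries the ratio was 1.95, and with the correction for gene length it was 2.16, so neither accounted for most of the distance. Its mean distance to the I_S_ rats was 1.16 times theirs to each other. By the line written for that test this ratio counted against an exchanged label, but the I_S_ distances it is set against would themselves change with an exchange, so after the value was seen it was counted neither way. Exchanging its label with that of I_S_ replicate 2 brought the mean distance within both groups to 84.7% of its value, against 96.9% for I_S_ replicate 3 and 101% for I_S_ replicate 4. By the line written for this second test, an exchange with I_S_ replicate 2 remains an explanation. The rat was picked for its distance and the lowest of 3 exchanges was taken, so the distances do not show that an exchange took place. The labels were kept throughout. An exchanged label, a less complete aspiration in this rat and a difference in sampling of the tissue may each leave such a distance, and they cannot be told apart here, since hematoma volume per rat was not analysed here.

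Gene length was related to the deviation of each rat from the mean of all rats, with Spearman's rho across genes, which are not independent replicates, of 0.236 and 0.330 in Normal, 0.246, 0.177 and -0.0898 in I_C_, -0.214, -0.336 and -0.232 in I_S_, and 0.208, -0.422 and 0.215 in I_S-HA_ replicates 1, 2 and 3. Relative to the other I_S-HA_ rats, replicate 2 had a rho of -0.437 over all tested genes and -0.442 over the 4719 genes that changed little between I_C_ and Normal, so 101% of the relation was left. Loss of neuronal and gain of immune RNA therefore did not account for it in this test. RNA quality was not analysed here, and a technical length bias is a candidate explanation.

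The median log2 fold change of the 108 ribosomal protein genes in I_S_ against I_C_ was 0.63, with 106 of them higher under TMM and each of the 3 other scalings, against 0.24 in gene lists matched on length and expression. It lay at percentile 100 of 10000 such lists, and was 0.39 after the correction for gene length, so a length bias may account for a part of the shift and not for all of it. In I_S-HA_ against I_S_ their median was -0.056 against 0.0069 in matched lists, at percentile 3.43, and was negative under each of these scalings. This second shift is small, and no biological explanation was tested for either.

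The transcripts of several genes were measured where the paper reports the protein. In I_S_ against I_C_, Arg1 had a log2 fold change of 1.99 (adjusted p = 0.143 from edgeR's quasi-likelihood test) and Cd163 one of 1.99 (adjusted p = 0.148), both higher in 9 of 9 pairs of rats, and Cd36 had 1.22 (adjusted p = 0.475), higher in 5 of 9 pairs. DESeq2's Wald test gave an adjusted p of 0.00229 for Arg1 and 0.0142 for Cd163, each the lowest over the alternatives, which ranged up to 0.516. The same genes had, in I_S-HA_ against I_S_, -1.75, -0.90 and -1.28. The paper reports lower Arg1, CD163 and CD36 protein in severe hemorrhage. In I_S_ against I_C_, Nos2 had 3.21 (adjusted p = 0.143), Il1b 2.18 (adjusted p = 0.147), Cd14 1.13 (adjusted p = 0.147) and Tnf 0.84 (adjusted p = 0.266), each higher in 9 of 9 pairs. After aspiration, against I_S_, these were -3.50, -1.34, -0.61 and -0.44. Cd86, whose protein the paper stained as an M1 marker, had 0.47 in I_S_ against I_C_ (adjusted p = 0.340, higher in 9 of 9 pairs). In I_S-HA_ against I_S_ it had 0.028 (adjusted p = 0.987, higher in 3 of 9 pairs), so its mean did not fall. Both adjusted p are from edgeR's quasi-likelihood test. DESeq2's Wald test gave an adjusted p of 1.2e-04 for Nos2, 0.00852 for Il1b and 0.0186 for Cd14 in I_S_ against I_C_, each the lowest over the alternatives, which ranged up to 0.516, and 8.1e-05 for Nos2 in I_S-HA_ against I_S_, in a range up to 1. Of the other cytokines that the paper gives as predicted regulators, Il6 had 1.09 in I_S_ against I_C_ (adjusted p = 0.193, higher in 9 of 9 pairs) and -1.17 in I_S-HA_ against I_S_ (adjusted p = 0.544, higher in 0 of 9 pairs). Il4 was at 0 counts in all rats and Ifng had 1 count in all, in I_S_. Mpo had 4 counts, all in I_S-HA_.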
